# Aging induces aberrant state transition kinetics in murine muscle stem cells

**DOI:** 10.1242/dev.183855

**Published:** 2020-05-05

**Authors:** Jacob C. Kimmel, Ara B. Hwang, Annarita Scaramozza, Wallace F. Marshall, Andrew S. Brack

**Keywords:** Aging, Muscle stem cell, Single cell RNA-seq, Time-lapse imaging, State transition, Stem cell activation

## Abstract

Murine muscle stem cells (MuSCs) experience a transition from quiescence to activation that is required for regeneration, but it remains unknown if the trajectory and dynamics of activation change with age. Here, we use time-lapse imaging and single cell RNA-seq to measure activation trajectories and rates in young and aged MuSCs. We find that the activation trajectory is conserved in aged cells, and we develop effective machine-learning classifiers for cell age. Using cell-behavior analysis and RNA velocity, we find that activation kinetics are delayed in aged MuSCs, suggesting that changes in stem cell dynamics may contribute to impaired stem cell function with age. Intriguingly, we also find that stem cell activation appears to be a random walk-like process, with frequent reversals, rather than a continuous linear progression. These results support a view of the aged stem cell phenotype as a combination of differences in the location of stable cell states and differences in transition rates between them.

## Abstract (precis)

**Highlighted Article:** Aged muscle stem cells display delayed activation dynamics, but retain a youthful activation trajectory, suggesting that changes to cell state dynamics might contribute to aging pathology.

## INTRODUCTION

Stem cells play a keystone role in tissue homeostasis and regeneration in mammalian tissues. During homeostasis, stem cells in multiple systems maintain a noncycling quiescent state (Fuchs, 2009). In the event of injury, quiescent stem cells undergo a dynamic process of activation, generating biomass, restructuring cellular geometry, altering metabolism (Ryall et al., 2015), and entering the cell cycle to produce progenitor daughters (Brack and Rando, 2012). Impaired stem cell activation has been shown to impair regenerative potential in multiple tissues (Megeney et al., 1996; Zou et al., 2018). Likewise, ‘priming’ of activation by systemic signaling factors has been reported to improve regeneration (Rodgers et al., 2014, 2017).

As murine-muscle stem cells (MuSCs) age, the proportion of cells in regenerative states declines, and the overall regenerative capacity of the stem cell pool is greatly diminished (Blau et al., 2015; Brack and Muñoz-Cánoves, 2016). Age-related decline in regenerative potential has been attributed to differences in cell signaling (Bernet et al., 2014; Brack et al., 2007; Conboy et al., 2003; Cosgrove et al., 2014) and proliferative history (Chakkalakal et al., 2012). These differences in regenerative potential between stem cells are traditionally viewed as the result of differences in the characteristics of stable cell phenotypes (Altschuler and Wu, 2010; Blau et al., 2015; Chakkalakal et al., 2012).

However, aged MuSCs have been reported to show impaired activation in multiple studies, suggesting that a defect in activation dynamics may also contribute to impaired regeneration (Brack et al., 2007; Cosgrove et al., 2014; Egerman et al., 2015; Gilbert et al., 2010). Differences in activation with age could be the result of cells taking different paths through state space, or the result of cells moving along the same path at different rates. Impaired activation with age may therefore be explained by one of two models, or a combination of the two.

In the first model (different paths), the location of cell states is shifted by age, such that aged cells at a particular point in the activation process exhibit different phenotypes than those of young cells at the same point in the process. In the second model (different rates), aged and young cells traverse a similar phenotypic path during activation, but take different amounts of time to reach a given point in the process. In this model, differences in young and aged phenotypes are primarily the result of changes in activation dynamics (Fig. 1B).

**Fig. 1.**
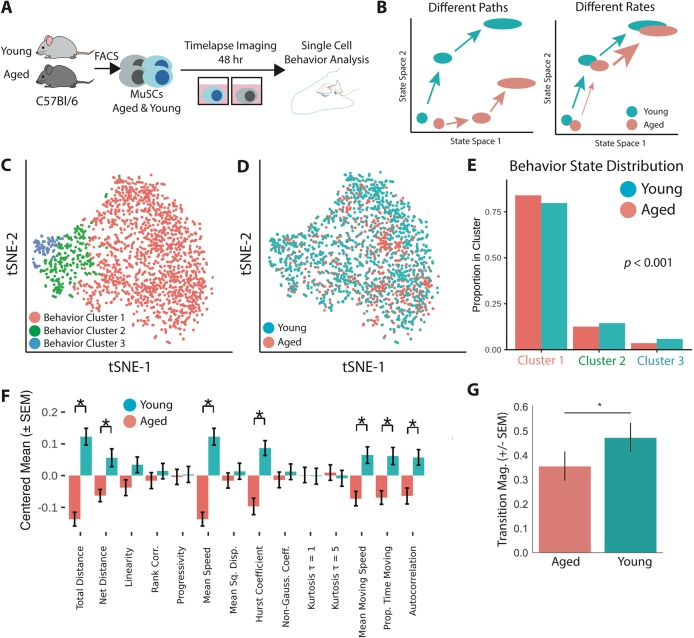
**Aged MuSCs display lower cell motility and delayed activation by single cell behavior analysis.** (A) Experimental schematic. MuSCs were isolated and imaged on a time-lapse microscope for 48 h. Tracking was performed from 10 h to 35 h. (B) Diagram of the different paths and different rates models for age-related decline in muscle stem cell regenerative capacity. (C) t-SNE visualization of cell behavior state space with color overlay of hierarchical clustering identities (aged animals: *n*=742 cells; young animals: *n*=1201 cells). (D) t-SNE visualization of cell ages in cell behavior space. (E) Aged cells display a significant preference for less-motile behavior clusters (χ2 test, age × behavior cluster contingency table, *P*<0.001). (F) Young cells are significantly more motile than aged cells, suggesting that aged cells are delayed in activation. Mean feature values are presented for each age after centering the population mean to μ=0 and scaling the variance to σ^2^=1 (*P<0.05, two-tailed unpaired Student's *t*-test, Holm–Bonferroni corrected). (G) Aged cells have significantly decreased behavior state transition magnitude (two-tailed unpaired Student's *t*-test, *P<0.05), suggesting delayed activation. State transition magnitude in behavior space is measured as the magnitude of the mean transition vector.

In MuSCs, the activation process is canonically characterized by expression of *Myod1* (Grounds et al., 1992; Yablonka-Reuveni and Rivera, 1994), loss of *Spry1* and *Pax7*, and entry into the cell cycle (Shea et al., 2010). Multiple groups have characterized the dynamics of activation at the population level using ensemble assays to measure these molecular markers (Cornelison and Wold, 1997; Fu et al., 2015; Jones et al., 2005; Yablonka-Reuveni and Rivera, 1994; Zhang et al., 2010). Likewise, it has been reported that aged MuSCs show a delayed time to first division relative to young cells, with fewer aged cells forming colonies *in vitro* (Cosgrove et al., 2014; Gilbert et al., 2010). These studies have elucidated many of the molecular players and sequences in MuSC activation and shown that aged cells exhibit a delay in at least one activation hallmark (first division time).

Genomics studies have revealed that MuSC activation is a complex process, affecting many aspects of transcription and cell behavior (Liu et al., 2013). However, it remains unknown how aging affects the progress of activation in MuSCs outside of a small set of molecular markers and binary behavior features (i.e. cell cycle events). Although it is known that aged MuSCs display a delayed cell-cycle entry, for instance, it is unknown if this one feature of cell behavior reflects a broader delay in the activation process across the many transcriptional and cell behavior features involved. Traditional molecular biology tools have also limited investigation to terminal assays, such that activation dynamics in single cells have not been directly observed. In order to disambiguate between the different paths and different rates models of MuSC aging, we require single cell measurements of activation dynamics that capture a broad set of transcriptional and behavioral features.

Single cell analyses in the hematopoietic system identified distinct aged and young transcriptional phenotypes (as in the different paths model), and altered cell cycle kinetics (as in the different rates model) (Kowalczyk et al., 2015), suggesting that both models are plausible in the context of myogenic activation. To investigate each of these possibilities, we use our recently developed cell-behavior analysis platform ‘Heteromotility’ (Kimmel et al., 2018) to quantify phenotypic-state dynamics during MuSC activation in aged and young MuSCs. Multiple groups have demonstrated the value of single cell RNA sequencing (scRNA-seq) to elucidate differences between skeletal muscle cell types and dynamic regulation of myogenic programs following injury (Dell'Orso et al., 2019; Giordani et al., 2019; The Tabula Muris Consortium et al., 2018). We likewise complement our behavioral assay approach with scRNA-seq to map the transcriptional state space of MuSC activation. Leveraging RNA velocity analysis (La Manno et al., 2018), we infer transcriptional-state transition dynamics to pair with state transition dynamics inferred from cell behavior.

In these transcriptional assays, we further investigate differences across age and activation state within the subsets of highly regenerative label-retaining cells (LRCs) and less regenerative non-label retaining cells (nonLRCs). We previously described LRCs and nonLRCs as discrete populations of MuSCs with different proliferative histories and different regenerative potentials (Chakkalakal et al., 2012, 2014). The relative proportions of these populations changes with age, suggesting that age-related changes specific to the LRC or nonLRC compartment may shed light on MuSC aging.

We find that both behavioral and transcriptional-state spaces are continuous across MuSC activation and that measurements of cell heterogeneity are comparable between assays. In aged MuSCs, we find aberrant transition dynamics that lead to significantly delayed activation by both methods. These findings are reflected in a comparison of LRCs to less regenerative nonLRCs, suggesting aberrant transition dynamics might be related more generally to impaired regenerative potential. Identifying genetic pathways that are altered in both aged MuSCs and nonLRCs, we find that biosynthetic processes activate more slowly in both populations. To determine if less regenerative MuSCs occupy different steady states, we trained machine-learning classifiers to discriminate MuSC age and LRC status. Classifiers readily discriminate between MuSC ages and proliferative histories. Our results suggest that aged stem cells display delayed activation kinetics, in addition to subtle differences in the position of activation states.

## RESULTS

### Activation kinetics are delayed in aged MuSCs

Previously, we demonstrated that quantitative measurements of cell motility behavior from time-lapse imaging data are sufficient to resolve states of MuSC activation and state transitions (Kimmel et al., 2018). This approach allows for the direct observation of cell-state transitions during MuSC activation. Cell behavior measurements also have functional relevance in MuSCs, as motility is necessary for MuSCs to translocate to sites of injury.

We applied this cell behavior analysis method to aged and young MuSCs to determine (1) if aged cells occupied distinct behavioral states, and (2) if aged cells exhibit different cell state transition dynamics during activation. MuSCs were isolated from aged (20 months old, *n*=1) and young (3 months old, *n*=1) mice by fluorescence-activated cell sorting (FACS). To ensure the ratio of distinct proliferative histories (Chakkalakal et al., 2012, 2014) in young and aged cells was well represented, we isolated cells after labeling proliferative history developmentally, and sampled representative young and aged cell populations *in silico*. Time-lapse microscopy was performed for 48 h after plating (Fig. 1A). This temporal window captures the early stages of MuSC activation, including the switch from a quiescent *Pax7^+^*/*Myod1^−^* state to a *Myod1^+^* state (Cornelison and Wold, 1997).

We quantified cell behaviors in a 10-35 h window of the time lapse using Heteromotility (Movies 1-4). The visualization of cell behavior state space with t-SNE (van der Maaten and Hinton, 2008) revealed heterogeneous cell behavior states, previously shown to reflect different states of MuSC activation (Fig. 1C) (Kimmel et al., 2018). Hierarchical clustering revealed three cell behavior states (colors in Fig. 1C). Behavior cluster 1 was largely immotile, behavior cluster 2 displayed limited motility behavior, and behavior cluster 3 displayed more extensive and dramatic motility behaviors.

Aged and young cells did not occupy distinct regions in behavioral state space (Fig. 1D). Quantification of the proportion of aged and young cells in each motility state revealed that aged cells show a significant preference for the less motile behavior cluster 1 relative to young cells (Fig. 1E, χ^2^, *P*<0.001). Motility state preferences were consistent across bootstrap samples (Fig. S1A,B) and the influence of age on cluster preference was significant after controlling for proliferative history (logistic regression, *P*<0.01). This result was replicated in a second independent experiment (Fig. S1F). The preference for less motile states among aged cells suggests they exhibit a slower phenotypic change from quiescence to activation.

Comparing individual cell behavior features between aged and young cells confirmed that aged cells are significantly less motile than young cells. Metrics of net motility distance and mean motility speed were significantly higher in young cells (*t*-test, *q*<0.05; Fig. 1F). This result was replicated in a second independent experiment (Fig. S1G).

We next quantified state transition rates for aged and young cells within the motility state space. Aged cells had lower state transition magnitudes (Fig. 1G; *P*<0.05, *t*-test). This result was consistent across random bootstrap samples (Fig. S1C).

Enrichment of aged cells in less activated behavioral states and dampened state transition rates in aged cells indicated that aged cells are delayed in activation relative to young counterparts. We interpret these results as support for the different rates model of MuSC aging noted above, in which aberrant dynamics between states contribute to the functional defects observed in aged MuSCs.

### Transcriptome analysis reveals progressive states of MuSC activation

Cell behavior analysis allows for the inference of cell state at the phenotypic level but does not provide direct insight into the molecular determinants of different cell states. To generate a portrait of the molecular state space of activating MuSCs, we employed scRNA-seq.

We transcriptionally profiled MuSCs isolated from both young (3 months old, *n*=2) and aged (20 months old, *n*=2) *H2B-GFP^+/−^;rtTA^+/−^* mice. We previously showed that LRCs, which undergo fewer divisions during development, are more regenerative than nonLRCs, which undergo many divisions (Chakkalakal et al., 2012; Chakkalakal et al., 2014). To capture different states of MuSC activation within these populations, we profiled transcriptomes at two time points: (1) freshly isolated ‘quiescent’ MuSCs were processed for scRNA-seq immediately after FACS isolation, and (2) activated MuSCs were processed for scRNA-seq after 18 h in culture (Fig. 2A).

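For the scRNA-seq experiment, the authors deposited the raw counts of unique molecular identifiers (UMIs) per gene and cell from droplet-based libraries, with a table that gives the age, label class, time point and cluster of 21555 cells. LRCs are cells that retained a histone H2B-GFP label given during development, and nonLRCs are cells that diluted it. There were 16 libraries, 2 for each of 8 conditions formed by age (3 or 20 months), label class and time point (0 or 18 h of culture), with 154 to 2091 cells each. The totals of the 2 libraries were 4886795 and 6131530 UMIs for young quiescent LRCs, 5204110 and 6746066 for young quiescent nonLRCs, 1388107 and 1803160 for aged quiescent LRCs, and 2646238 and 5899012 for aged quiescent nonLRCs. After activation they were 15863574 and 16138082 for young LRCs, 13037199 and 14486214 for young nonLRCs, 1405162 and 3816839 for aged LRCs, and 14500157 and 18448061 for aged nonLRCs. The median was 1091 genes per quiescent and 2492 genes per activated cell. The authors assigned reads to the mouse transcriptome with cellranger, removed cells over 10% mitochondrial UMIs or over 5000 genes and clusters of contaminating cells, and deposited the counts without normalization.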

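The cell table does not name the mouse of a cell. The library number in each barcode separates the 2 libraries of a condition, and the letters a and b used for them name no mouse. UMIs were therefore summed per library and each library was taken as 1 sample, although the LRC and nonLRC libraries and both time points of an age come from the same 2 mice. Gene comparisons used edgeR's quasi-likelihood test on these sums, with the means of the 8 conditions, TMM normalization, 11408 genes left by edgeR's filter on low counts, and a Benjamini-Hochberg adjusted p under 0.05. In comparisons of ages or time points, LRC libraries had a weight of 35% in young and 15% in aged mice. The common biological coefficient of variation was 0.160, and the 2 libraries of a condition differed by more than the sampling noise, with a chi-square per degree of freedom of 3.92 to 38.7. In each quiescent condition library a held hemoglobin transcripts, at 18.0 to 86.8 CPM (hemoglobin UMIs scaled by the total UMIs of the library), and library b held at most 0.555 CPM. Of the activated libraries, a of both young conditions and of aged nonLRCs held 1.08 to 4.21 CPM and the other 5 held none.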

**Fig. 2.**
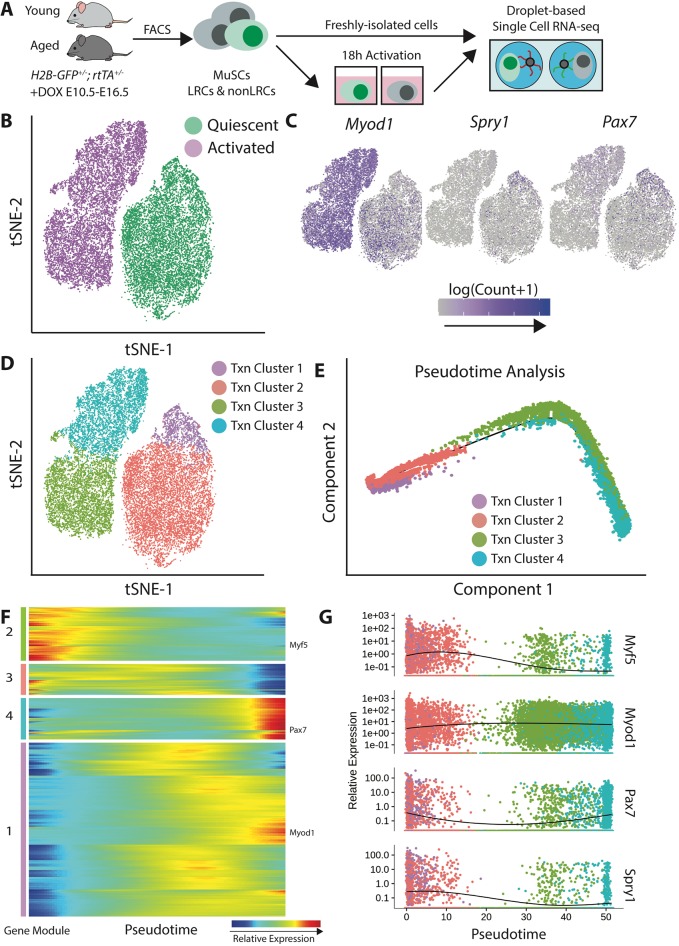
**Single cell RNA sequencing reveals heterogeneous transcriptional states during myogenic activation.** (A) Experimental schematic. Two animals were used for each age. (B) t-SNE visualization of quiescent and activated cells. 21,555 cells were recovered. (C) Overlay of myogenic regulatory genes on t-SNE plots to show that activated MyoD^+^ cells localize in a terminal state. (D) Definition of heterogeneous transcriptional states by unsupervised clustering. (E) Pseudotime analysis of MuSC activation, correctly recapitulating the sequence of ground truth time points. (F) Hierarchical clustering identifies four patterns of pseudotemporal gene expression during MuSC activation. (G) Visualizing myogenic regulatory gene expression across pseudotime reveals that Pax7 does not decrease monotonically.

Recent studies have reported that the FACS-isolated cells used here express some markers of early MuSC activation, even immediately after isolation. Therefore, our ‘quiescent’ cell populations probably experience some early activation stimulus during isolation (Machado et al., 2017; Velthoven et al., 2017). Our *in vitro* activation assay might not fully capture *in vivo* stem cell activation dynamics. However, our *in vitro* assay allows for a homogeneous activation stimulus across all cells, unlike *in vivo* injury models and previous work demonstrating that *in vitro* MuSC activation recapitulates many aspects of *in vivo* activation (Blau et al., 2015; Cornelison and Wold, 1997; Cosgrove et al., 2014; Gilbert et al., 2010).

From 21,555 MuSC transcriptomes (Table S1), we found two discrete clusters of cells in transcriptional space. These discrete clusters correspond to the freshly isolated and 18 h activated cell time points, which we refer to as quiescent and activated cells, respectively (Fig. 2B). The discontinuity between the freshly isolated and activated time points suggests that there are intermediary activation states that are not captured by this method. 

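Shares of variance were computed as sums of squares of log2 CPM over the 11408 genes in the balanced design of 16 libraries. Time point took 86.2% of the variance, age 1.88%, label class 1.16% and the interaction of age with time point 1.36%. The differences between the 2 libraries of a condition took 7.02% over 8 degrees of freedom, or 0.878% per degree of freedom. Among 2619 genes of at least 50 CPM, time point took 93.9% and age 1.01%. The setting that moved the shares most was the computation over single cells, in which time point took 12.4%, age 0.132% and label class 0.118%.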

Quantification of the proportion of variance explained by each experimental factor confirmed the qualitative observation that activation is the largest source of variation (Fig. S2A).

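Pax7 (ENSMUSG00000028736, chromosome 4 from 139737062 to 139833528 in the GRCm38 annotation used here), a transcription factor of MuSCs, fell by 0.98 on the log2 scale from the 8 quiescent to the 8 activated libraries (standard error 0.14, adjusted p = 5.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the change stayed between -1.19 and -0.83. Changes with activation from edgeR's test, here and below, are after TMM, with factors of 0.832 to 0.923 in quiescent and 1.07 to 1.23 in activated libraries. In CPM of summed UMIs without these factors, a fall with activation is smaller and a rise larger. Both are shares of a library and not amounts per cell, at median depths of 3072 and 8316 UMIs per cell. Myod1 (ENSMUSG00000009471, chromosome 7 from 46376474 to 46379099), a transcription factor of activated myogenic cells, rose by 0.66 (standard error 0.12, adjusted p = 6.27e-05 from the same test). Without aged nonLRC quiescent library b its rise was 0.37 (adjusted p = 0.017, the highest of the 16 fits).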

The expression of myogenic genes in the transcriptional space corroborates known MuSC biology, with the quiescence marker *Pax7* localizing largely to the quiescent cell population and activation marker *Myod1* in the activated cell population (Fig. 2C). However, single cell analysis of these markers in our large sample of MuSCs, revealed heterogeneity within both the quiescent and activated populations. Within the quiescent cell population, a subset of *Pax7^+^* cells occupied the opposite end of quiescent state space from a set of *Myod1^+^* cells. Likewise, a subset of cells in the activated population expressed the quiescence marker *Pax7^+^*.

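Before any thinning, a Pax7 UMI was found in 15.2% of quiescent and 24.4% of activated cells, as means of 8 libraries each, at median depths of 3072 and 8316 UMIs per cell. Among cells outside the authors' cell table with 3 or more markers of another cell type and fewer than 3 of 9 markers of MuSCs, 0 of 315 had a Pax7 UMI at a median of 2706 UMIs, which allows a share of up to 0.952% by counting error. Pax7 is itself one of the MuSC markers, and the authors removed clusters without myogenic marker genes, so these cells are not a free choice of cells that lack it. After each cell was thinned to 2000 UMIs and shallower cells were left out, the activated cells with a Pax7 UMI were unevenly spread. They made up 2.51% ± 1.05 (SD, n = 8 libraries) of one activated cluster and 8.96% ± 2.69 of the other. Thinning left out 754 young LRC, 601 young nonLRC, 218 aged LRC and 449 aged nonLRC quiescent cells, and 0, 118, 13 and 2 activated cells in the same order.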

Given this heterogeneity, we utilized unsupervised Louvain community detection to identify subpopulations within quiescent and activated cells (Blondel et al., 2008). Tuning the community resolution parameter yielded four transcriptional clusters. Two transcriptional clusters were identified within the quiescent and activated cell populations, respectively (Fig. 2D).

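The authors' deposited cluster labels were used, with 1513 cells in cluster 1, 9317 in cluster 2, 5467 in cluster 3 and 5258 in cluster 4. Of the quiescent cells 2 lay in clusters 3 and 4, and of the activated cells 6 lay in clusters 1 and 2. The deposited labels do not carry the paper's numbers. Cluster 1 was taken as the quiescent cluster with more Spry1, and cluster 4 as the activated cluster that fits the paper's description of it as holding Pax7-positive cells and most young activated LRCs, so the direction of these 2 features was part of the naming. In a diffusion pseudotime from cluster 1, the medians of the activated clusters were close, at 0.802 for cluster 3 and 0.788 for cluster 4, and by that order the names of clusters 3 and 4 would change places. Median depth was 2887, 3096, 6767 and 10795 UMIs per cell in clusters 1 to 4.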

### Non-monotonic gene expression patterns are present in myogenic activation

We sought to determine how these transcriptional clusters are temporally ordered during activation using pseudotime analysis (Qiu et al., 2017). Pseudotiming revealed a distinct sequential ordering for these transcriptional clusters (Fig. 2E). Myogenic gene levels within each of the clusters corroborated the pseudotiming inference with known myogenic biology (Fig. S2B; Table S2). 

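Levels in clusters were computed as CPM of the UMIs summed per library and cluster and given as the mean ± SD of 8 libraries. These come from 2 young and 2 aged mice, and the sign-flip tests here and below take libraries of the same mouse as independent. Their p values are therefore too small as a measure over mice. The clusters were made from variable genes that can include the markers themselves. Spry1 (ENSMUSG00000037211), a quiescence marker that encodes an inhibitor of receptor tyrosine kinase signaling, stood at 158 ± 45.4 CPM in cluster 1 and 38.4 ± 5.87 CPM in cluster 2, with cluster 1 higher in 8 of 8 libraries (exact sign-flip test, 2-sided, p = 0.00781, the smallest that 8 libraries allow). Between all quiescent and all activated libraries, Spry1 fell by 2.80 on the log2 scale (standard error 0.13, adjusted p = 1.24e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).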

Transcriptional cluster 1 exhibited the highest levels of quiescence marker *Spry1*, and was appropriately selected as the root of the pseudotime axis. Likewise, transcriptional clusters 3 and 4, from the activated time point, expressed lower levels of the quiescence markers *Pax7*, *Spry1* and *Cd34*, and expressed higher levels of the activation marker *Myod1*. 

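Cd34 (ENSMUSG00000016494), which encodes a surface protein, was at 179 ± 27.7 CPM in cluster 1, 116 ± 22.6 in cluster 2, 10.6 ± 4.34 in cluster 3 and 44.3 ± 11.9 in cluster 4 (SD, n = 8 libraries). It was higher in cluster 4 than in cluster 3 in 8 of 8 libraries, by 1.99 on the log2 scale with a prior of 1 CPM (exact sign-flip test, p = 0.00781). Its fall with activation over whole libraries was 2.54 on the log2 scale (a change of -2.54, standard error 0.19, adjusted p = 2.88e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Myf5 was at 272 ± 55.3 CPM in cluster 1, 179 ± 28.0 in cluster 2, 16.2 ± 5.61 in cluster 3 and 12.8 ± 5.40 in cluster 4, lower in cluster 4 than in cluster 3 in 7 of 8 libraries, with differences from -0.98 to 1.75 on the log2 scale (exact sign-flip test, p = 0.398).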

Across all clusters, there were no distinct cell-cycle states observed, consistent with reports of the first division occurring ≥24 hours after our 18 h time point (Gilbert et al., 2010; Rodgers et al., 2014) (Fig. S2D).

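Cell-cycle genes were counted as 16 genes of S phase and 14 of G2 or M phase in cells thinned to 2000 UMIs. Cells with 5 or more S phase UMIs made up 0.599% of 1169 cells in cluster 1, 0.209% of 7638 in cluster 2, 0.279% of 5373 in cluster 3 and 0.805% of 5220 in cluster 4. For G2 or M phase the shares were 0.171% in cluster 1 and 0.0131% in cluster 2, and 0 cells in clusters 3 and 4, which allows shares of up to 0.0558% and 0.0575% by counting error.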

Pseudotime analysis placed transcriptional cluster 4 as the endpoint of the progression, despite the fact that it contains a subpopulation of *Pax7^+^* cells, whereas cluster 3 does not (Fig. 2C). This challenges the traditional dogma that *Pax7* levels decrease monotonically with MuSC activation and suggests a more complex temporal regulation of *Pax7* (Fig. 2G). Analysis of the mean expression in each cluster confirmed non-monotonic changes in *Pax7* with activation (Fig. S3A,B). 

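Mean Pax7 levels over 8 libraries were 150 ± 18.2 CPM (SD) in cluster 1, 42.1 ± 3.70 in cluster 2, 16.1 ± 4.41 in cluster 3 and 49.8 ± 9.80 in cluster 4. Cluster 4 exceeded cluster 3 in 8 of 8 libraries, by 1.05 to 2.22 on the log2 scale and 1.60 on average (exact sign-flip test, 2-sided, p = 0.00781), while cluster 2 lay below cluster 1 in 8 of 8. This test counts libraries and not the 2 young and 2 aged mice they come from. The direction between clusters 3 and 4 follows from which of them is called 4, but its size does not. Apart from the naming, what moved this difference most was leaving out aged LRC activated library a, which gave 1.52, and it stayed between 1.56 and 1.68 without any other library. Clusters rebuilt without Pax7 among the genes and a prior of 0.1 CPM in place of 1 gave 1.66 each. From the position of cluster 4 at the end of pseudotime and its Pax7-positive cells, the paper proposes that Pax7 is under a more complex temporal regulation than a steady fall with activation.

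**Figure D1:**
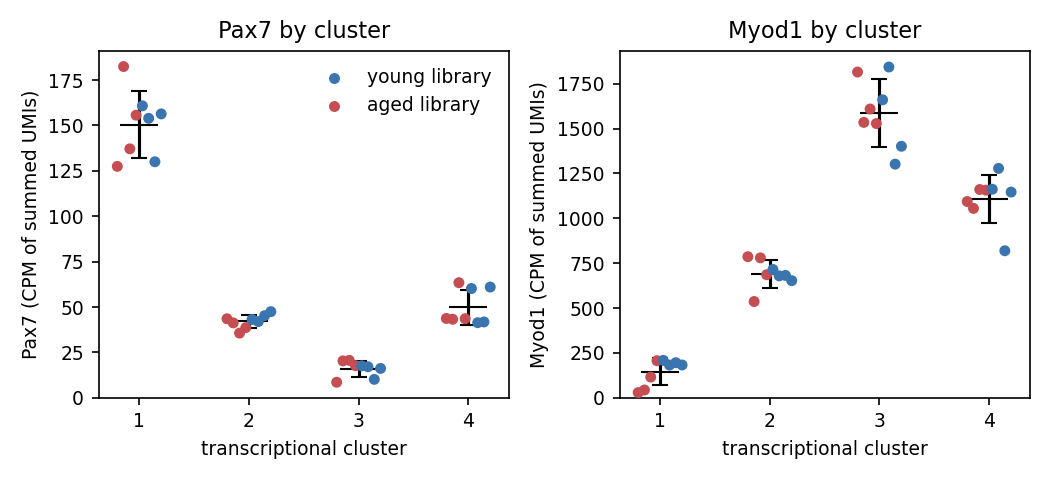
Pax7 and Myod1 levels, in CPM of summed UMIs, by transcriptional cluster. Points are the 8 libraries of a cluster and bars their mean ± SD. Pax7 is lowest in cluster 3 (16.1 CPM), and Myod1 is highest in cluster 3 (1586 CPM).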

Our data are consistent with previous reports of decreased *Pax7* with activation at the ensemble level (Cornelison and Wold, 1997; De Micheli et al., 2020; Dell'Orso et al., 2019), when we consider only the mean expression of *Pax7* at the quiescent and activated time points (Fig. S3C). 

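Averaged over all cells of a library, Pax7 was at 57.2 ± 8.37 CPM in the 8 quiescent libraries and 36.4 ± 7.20 CPM in the 8 activated libraries (SD, without TMM factors). The ranges overlapped slightly, from 42.0 to 68.6 CPM in quiescence and from 22.7 to 44.5 CPM in activation.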

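Within cluster 4, cells with at least 1 Pax7 UMI after thinning to 2000 UMIs were compared with cells that had none, using sums per library and edgeR's quasi-likelihood test with the library as a block. Thinning put cells with a Pax7 UMI into the negative class. In young LRC activated library a, 382 cells were positive before thinning and 108 after it, and the number fell in every library. This can make differences between the classes smaller. The 6 libraries with at least 20 cells of both classes entered the test, and 5881 genes were tested, with Pax7 left out. There were 10 differentially expressed genes, 3 higher and 7 lower in Pax7-positive cells, and 396 genes had an unadjusted p under 0.05. The setting that moved this count most was leaving the cells unthinned, which gave 859 genes over 8 libraries. Without young LRC activated library b the count was 12, and without aged nonLRC activated library b it was 3. Id3 was higher by 0.41 on the log2 scale (standard error 0.08, adjusted p = 0.00175 with Benjamini-Hochberg adjustment) and in 6 of 6 libraries. Without aged nonLRC activated library b its difference was 0.36 (adjusted p = 0.0529), and with cells thinned to 1000 UMIs it was 0.16. Id1 was higher by 0.48 in 6 of 6 libraries, Id2 by 0.29 in 5 of 6 and Ccnd1 by 0.20 in 6 of 6, none of them past the threshold (adjusted p = 0.154, 0.464 and 0.785). With unthinned cells, in which the Pax7-positive cells were the deeper ones in every library, all 4 genes passed it, at 0.64 for Id1, 0.47 for Id2, 0.45 for Id3 and 0.41 for Ccnd1.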

When comparing *Pax7^+^* cells in transcriptional cluster 4 with *Pax7^−^* cells in the same cluster, we found that *Pax7^+^* cells showed significant upregulation of *Id1*, *Id2* and *Id3*, which inhibit differentiation (Jen et al., 1992), and of the cell-cycle gene *Ccnd1* (Fig. S3D). These results are consistent with the idea that *Pax7^+^* cells might be more proliferative (Zammit et al., 2006) and less committed than their *Pax7^−^* counterparts.

By contrast, the quiescence marker *Spry1* (Shea et al., 2010) displayed a monotonic decrease with activation and *Myod1* displayed a monotonic increase (Fig. 2G). 

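Spry1 was at 7.41 ± 1.49 CPM in cluster 3 and 11.6 ± 1.74 CPM in cluster 4 (SD, n = 8 libraries), and thus lowest in cluster 3 in 8 of 8 libraries. Its difference between these clusters was 0.59 on the log2 scale (exact sign-flip test, p = 0.00781). After thinning to 2000 UMIs, a Spry1 UMI was found in 1.53% of cells in cluster 3 and 2.58% in cluster 4. This share was higher in cluster 4 in 7 of 8 libraries (exact sign-flip test, p = 0.0391). Of the unthinned cells of other types described above, 9.21% held a Spry1 UMI, so these levels are low. Myod1 rose from 146 ± 73.5 CPM in cluster 1 to 689 ± 78.4 in cluster 2 and 1586 ± 187 in cluster 3, and stood at 1109 ± 134 in cluster 4. It was lower in cluster 4 than in cluster 3 in 8 of 8 libraries, with a difference of -0.52 on the log2 scale (exact sign-flip test, p = 0.00781). After thinning to 2000 UMIs, a Myod1 UMI was found in 81.5% of cells in cluster 3 and 79.6% in cluster 4, a share that shows little of a difference in level where most cells hold a UMI, and in 5.40% of the unthinned cells of other types described above.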

Previous functional studies with *Pax7* overexpression constructs in MuSCs reported that *Pax7* promotes proliferation in certain contexts (Zammit et al., 2006), consistent with increased *Pax7* as cells enter into cycle later in the activation process. We observed that the commitment marker *Myog* was expressed in only 25 cells in our data set, as expected for this early time point. 

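A Myog UMI was present in 25 of the 21555 cells and in 0 of the 315 cells with markers of another type alone.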

For this reason, we cannot estimate an accurate pseudotemporal curve (Fig. S4A).

Clustering genes into modules based on pseudotemporal expression patterns revealed that some genes exhibit monotonic increases or decreases with activation, whereas others display non-monotonic behavior (Fig. 2F; Table S3). For example, many genes in modules 1 and 3 displayed maximum expression at points in between the most quiescent and most activated states. Module 1 contained genes related to mRNA processing and splicing, as determined by gene ontology analysis. Module 3 contained genes related to cell cycle regulation and developmental processes (Fig. S4B). By contrast, most genes in module 2 decreased monotonically across pseudotime, and most genes in module 4 monotonically increased across pseudotime.

As an orthogonal method to confirm cluster ordering and establish a link between the transcriptional clusters and behavioral clusters, we performed immunostaining following single cell behavior measurements. We found that the most motile and most activated cell behavior states are enriched for Pax7 protein (Fig. 3). Pax7^+^/MyoG^+^ cells were rare in this assay, as expected (Fig. S5). This analysis also indicated a non-monotonic regulation for Pax7 across cell behavior states, as inferred from the ordering of transcriptional clusters.

**Fig. 3.**
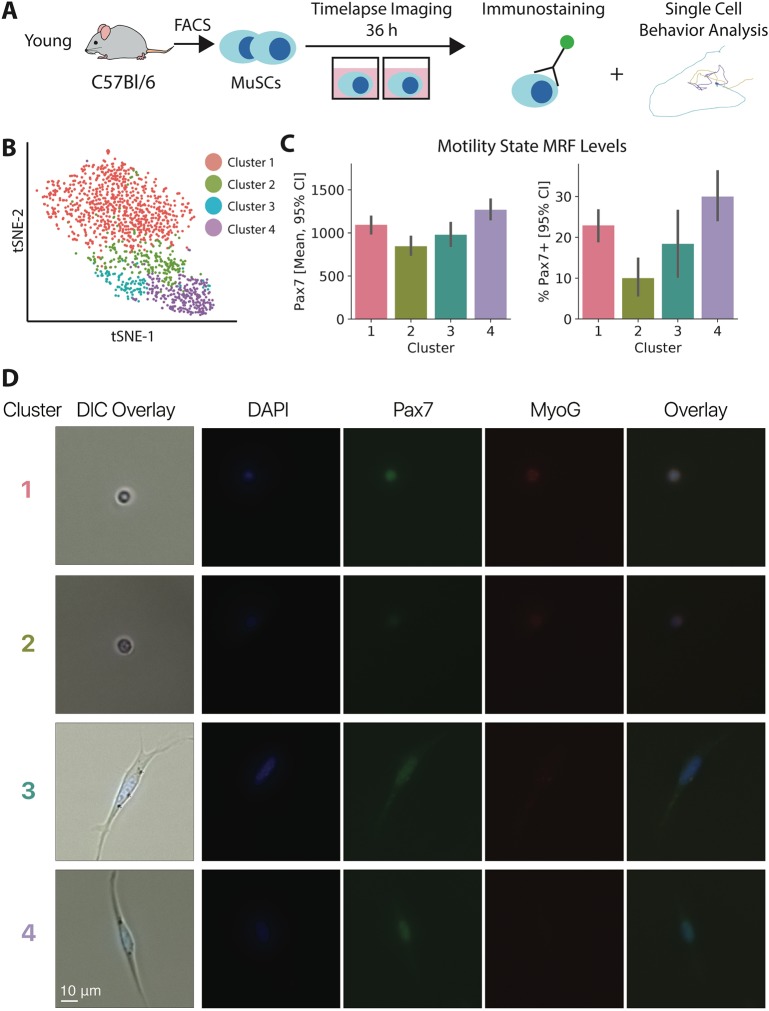
**Pax7 is non-monotonically regulated across MuSC cell behavior states during activation.** (A) Experimental design schematic. MuSCs were isolated, time-lapse imaged in culture for 36 h, and subsequently immunostained. Behavior traces and immunostaining results were matched for each cell by image registration. (B) t-SNE visualization of behavior clusters in motility state space, as defined by hierarchical clustering. Behavior state space was generated by analyzing 12 h of tracking data, from 24 h after isolation to 36 h (*n*=1003 cells, 1 animal). (C) Pax7 immunostaining intensity (cell median) and binary frequency within each cell behavior cluster. Both quantification schemes show a non-monotonic relationship between behavioral activation state and Pax7 intensity (95% confidence intervals from 1000 bootstrap samples). (D) Representative images of Pax7 and MyoG staining in MuSCs after time-lapse imaging for behavior analysis in each behavior cluster. Panels on the far left are the final DIC image from the time lapse, registered and overlaid with fluorescent immunostains. Remaining panels are fluorescent images prior to registration. Fluorescence images are equitably rescaled across cells within each channel for presentation.

These results support the notion that transcriptional programs during myogenic activation exhibit a variety of temporal behaviors, including non-monotonic and nonlinear temporal regulation. Expression peaks and valleys in the non-monotonically-regulated gene modules provide evidence that there are intermediary transcriptional states of myogenic activation that are not simple interpolations of the initial and final transcriptional states.

We next identified markers of myogenic activation by differential expression between the quiescent and activated cell populations. Differential expression analysis revealed 3864 genes altered by activation. 

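In the comparison of the 8 activated with the 8 quiescent libraries, 9497 of 11408 genes were differentially expressed, 4921 higher and 4576 lower after activation, and 6559 of them changed more than 2-fold. The setting that moved this count most was the paper's filter, which left 2949 genes. It keeps genes detected in at least 10% of cells with a fold change of at least 0.15. The paper names no log scale for this limit, and it was read here as a natural log fold change. The paper's test over single cells, a Wilcoxon rank sum test with Bonferroni correction, called 3203 genes, 2597 higher and 606 lower after activation. Of these 3203 genes, 2935 were also called between libraries. Of the genes of at least 50 CPM with the same direction in every pair of libraries, the largest rises were those of Spp1 (8.68 on the log2 scale), Asns (7.62) and Fkbp11 (4.95), and large falls were those of Chodl (-9.34) and Fosb (-8.77). Their adjusted p values lay between 3.27e-15 and 5.78e-12 (edgeR's quasi-likelihood test).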

Gene ontology (GO) analysis of the differentially expressed marker genes suggests that these genes largely reflect biosynthetic and metabolic pathways, consistent with the notion that myogenic activation corresponds to a dramatic metabolic and geometric rearrangement of cellular state (Fig. S2C).

This interpretation was further reinforced by weighted gene correlation network analysis (WGCNA) (Langfelder and Horvath, 2008), which elucidated two gene modules during activation (Fig. S6A). The first ‘quiescence module’ was upregulated in quiescent cells and contains genes related to cell stress responses, transcriptional suppression, and negative regulation of cell proliferation, as indicated by GO analysis (Fig. S6B). By contrast, the ‘biosynthetic module’ was upregulated during activation and contains genes related to protein biosynthesis, transcriptional upregulation, ribosome biogenesis, and RNA maturation (Fig. S6C). Together, these results suggest that myogenic activation is heterogeneous among individual cells at multiple time points in the process, and that the activation process can be decomposed into a set of activation states reflecting cellular biosynthetic activity.

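Gene ontology terms and gene modules were not analysed here. In their place, 13 gene families fixed by symbol were tested with camera (limma) at a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the families. With activation, the genes of the proteasome rose (36 of 39 higher, median 1.86 on the log2 scale, adjusted p = 4.35e-10), as did ribosome biogenesis (18 of 18, median 1.58, adjusted p = 6.89e-07) and translation factors (45 of 61, median 0.50, adjusted p = 0.0013). Npm1, a gene of ribosome biogenesis, rose by 1.63 (standard error 0.08). The subunits of the chaperonin rose in 7 of 7 genes (adjusted p = 6.18e-04) and nuclear genes of oxidative phosphorylation in 61 of 84 (adjusted p = 0.00907). Immediate early genes fell, with 0 of 17 higher and a median of -4.06 (adjusted p = 7.8e-07), as did 6 of 6 inflammatory ligands (adjusted p = 0.00331), both metallothioneins (adjusted p = 0.0434) and 78 of 100 ribosomal protein genes (adjusted p = 0.00685). These rises and falls are relative to the other genes of a library and not in amounts per cell. Heat shock proteins (28 of 64 higher, median -0.35, adjusted p = 0.282), S phase (adjusted p = 0.327) and splicing factors (adjusted p = 0.804) did not pass the threshold. The 9 families called here were also called by fry (limma), a test with no preset correlation, which in addition called heat shock proteins lower (adjusted p = 3.23e-05) and S phase genes higher (adjusted p = 0.00124), whereas camera with an estimated correlation, the setting that moved these tests most, called no family in any comparison.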

### Aged MuSC transcriptomes show modest differences across many transcripts

Aged MuSCs have significantly impaired regenerative capacity. We previously found that the conversion of highly regenerative LRCs to less regenerative nonLRCs is a factor in this regenerative decline (Chakkalakal et al., 2012, 2014). Do aged MuSC transcriptomes reflect these functional deficits? To answer this question, we randomly sampled populations of aged and young MuSCs with physiological ratios of LRCs:nonLRCs to mimic MuSC pools *in vivo* (Fig. S7G).

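In the deposited cell table, LRCs made up 49.7% of young quiescent, 47.1% of young activated, 28.5% of aged quiescent and 12.8% of aged activated cells. Pools with 35% LRCs in young and 15% in aged mice were drawn at random from all libraries of an age. Drawn over both time points, as used for the Wilcoxon test over cells, they held 11052 young and 7128 aged cells. Drawn for each time point, as used for correlations, chi-square tests, AUROCs and classifiers, they held 5458 young and 3173 aged quiescent and 5594 young and 3300 aged activated cells. The same ratios were used as weights of the libraries in tests between libraries.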

Similar to our cell behavior analysis, we found that aged MuSCs do not segregate discretely in transcriptional space (Fig. 4A). Furthermore, we found high correlation between the gene expression profiles of young and aged MuSCs (Fig. 4E). 

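Mean expression per gene, as the mean over cells of ln(1 + UMIs per 10000), was correlated across genes, which are not independent replicates. Between young and aged pools, Pearson's r was 0.997 in quiescence, 0.996 in activation and 0.998 over both time points. The 2 libraries of 1 condition reached r of 0.993 to 0.996 in quiescence and 0.990 to 0.995 in activation. A pool averages over more cells and libraries than 1 library does, so these values cannot be set against those of the pools. Single pairs of a young and an aged library gave 0.992 to 0.996 in quiescence, in LRCs and in nonLRCs. In activation such pairs gave 0.989 to 0.997 in LRCs and 0.978 to 0.993 in nonLRCs. On log2 CPM of summed counts, the setting that moved r most, the values between young and aged pools were 0.990, 0.993 and 0.994.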

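Cluster 4 held 47.0% of activated cells in the aged pool of cells and 48.1% in the young pool, and cluster 1 held 11.4% and 15.2% of quiescent cells. As means of libraries weighted at the same LRC ratios, the shares were 49.4% and 48.5% in cluster 4 and 14.3% and 15.9% in cluster 1. Among libraries, the share of cluster 4 was 54.6% ± 16.6 in aged and 61.0% ± 13.2 in young LRCs and 48.5% ± 23.2 in aged and 41.8% ± 13.4 in young nonLRCs (SD, n = 2 libraries each). An exact permutation test of age within label classes gave p = 1 for cluster 4 and p = 0.556 for cluster 1, where 0.0556 is the smallest p this design allows. A chi-square test over single cells gave 1.02 (p = 0.312) for the activated pools and 23.3 (p = 1.36e-06) for the quiescent pools, and the 2 libraries of 1 condition gave chi-squares of 11.1 to 142 in quiescence and 23.1 to 346 in activation. Over all activated cells, at the ratio of LRCs as recovered, the aged minus young difference in cluster 4 was -3.68 percentage points.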

There is no apparent preference in aged cells among the activated transcriptional clusters (χ^2^ test, *P*>0.9). This differs from the state preference of aged cells among the behavioral clusters we identified (Fig. 1D), suggesting that either the state preference arises after the 18 h time point captured by scRNA-seq, or that the state preference is less dramatic at the transcriptional level.

**Fig. 4.**
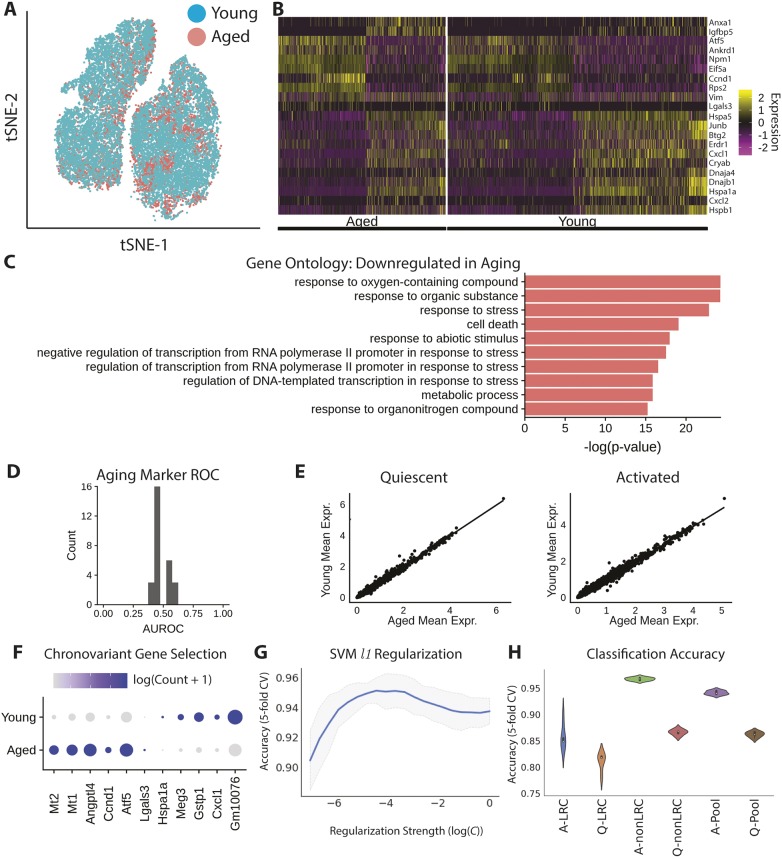
**Aged MuSCs display transcriptional changes across many genes.** (A) Aged and young cells labeled in a t-SNE projection of transcriptional space. (B) Heatmap of differentially expressed genes between aged and young MuSCs. Expression is mean centered and variance scaled for each gene (*q*<0.05, Wilcoxon Rank Sums, Bonferroni corrected). 7128 aged cells; 11,052 young cells in comparisons. (C) Gene ontology analysis for differentially expressed genes. (D) Gene-wise AUROC analysis demonstrates that no single gene is predictive of MuSC age state. (E) Correlation of aged and young transcriptomes. Each axis is the mean expression level in MuSCs of the indicated age and each point is a single gene. (F) Chrono-variant genes displayed on a dot plot. Darker colors indicate higher expression, larger dots indicate expression in a larger proportion of cells. (G) SVM classification accuracy versus regularization (L1) strength identifies a subset of genes for age discrimination. (H) Classification performance for aged versus young LRCs, nonLRCs and the total MuSC pool. A, activated; Q, quiescent.

We used differential expression analysis to identify 174 differentially expressed genes between aged and young cells when comparing both quiescent and activated cells (Fig. 4B; Table S4). 

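Over both time points, 122 genes were differentially expressed between aged and young libraries, 65 higher and 57 lower in aged cells, and 1654 had an unadjusted p under 0.05. Of these genes, 12 were also called in quiescence and 36 in activation, all in the same direction. Without the filter on low counts the count was 519. LRC libraries alone gave 2 genes and nonLRC libraries alone 16. Without aged nonLRC quiescent library a 12 genes were called, and without aged nonLRC activated library a 218. Pools of an LRC and a nonLRC library, joined in every way because the mouse of a library is not known, gave between 10 and 223 genes with a median of 39 as the mean of the time points (7 to 179, median 27, with another random seed), and between 0 and 132 with a median of 0 when the time points were summed into 1 sample. With the split by hemoglobin transcripts as a block at each time point, the count was 993, with all 122 genes among them. This block was chosen after seeing the data and moved the count most by number of genes. The largest rises among genes of at least 50 CPM were those of Bmp4 (0.50 on the log2 scale), Hnrnph1 (0.41) and Ptbp1 (0.38), and the largest falls those of Msmo1 (-1.09), Bdkrb1 (-0.98) and Dnajb1 (-0.76), with adjusted p of 0.0014 to 0.0491 in edgeR's quasi-likelihood test. With 1 of the 16 libraries left out in turn, Bdkrb1 was called every time, Msmo1 14 times, Bmp4 11, Ptbp1 6, Dnajb1 6 and Hnrnph1 2 times. The highest adjusted p was 0.183, for Hnrnph1 without aged nonLRC quiescent library a.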

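Over both time points, families of translation changed upward with age and proteasome genes downward by camera. Ribosome biogenesis genes were higher in aged cells (adjusted p = 3.42e-07), as were splicing factors and metallothioneins (adjusted p = 5.37e-04 each) and translation factors, with 42 of 61 genes higher (adjusted p = 0.0211). Of 39 proteasome genes 3 were higher in aged cells (adjusted p = 6.18e-07), and of 64 heat shock proteins 25 (median -0.05, adjusted p = 0.0112). Fry called none of these families (adjusted p = 0.117 for each of them).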

GO analysis of these genes indicated that they represent biosynthetic processes and stress responses, with protein translation processes upregulated with aging and stress responses downregulated (Fig. 4C). Among the differentially expressed genes, young cells displayed elevated levels of the stress response heat-shock proteins *Hspb1* and *Hspa5*, suggesting that aged MuSCs are less able to mount appropriate stress responses.

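Hspb1 (ENSMUSG00000004951, chromosome 5 from 135887919 to 135889563), a small heat-shock protein, changed by -0.64 on the log2 scale in aged cells over both time points (standard error 0.08, adjusted p = 0.00196 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In quiescence it was at 6371 ± 585 CPM in young LRCs, 5942 ± 159 in young nonLRCs, 2852 ± 163 in aged LRCs and 3141 ± 183 in aged nonLRCs (SD, n = 2 libraries each, TMM-normalized), a change of -0.98 (standard error 0.11, adjusted p = 0.00167). Without aged nonLRC quiescent library a the quiescent change was -0.99 (adjusted p = 0.051), and the other 7 fits without 1 library kept the call. With the split by hemoglobin transcripts as a block among the quiescent libraries it was also -0.98 (adjusted p = 3.38e-07). In activation Hspb1 was at 257 ± 34.1, 284.5 ± 4.23, 199.5 ± 26.4 and 227 ± 4.21 CPM in the same order, a change of -0.30 that was not past the threshold (adjusted p = 0.213). Hspa5, a chaperone of the endoplasmic reticulum, changed by -0.39 over both time points (standard error 0.13, adjusted p = 0.161), by -0.47 in quiescence (adjusted p = 0.414) and by -0.30 in activation (adjusted p = 0.454). With the hemoglobin block, chosen after seeing the data, Hspa5 passed the threshold in quiescence (-0.47, adjusted p = 2.82e-04), in activation (-0.26, adjusted p = 0.0345) and over both time points (-0.36, adjusted p = 7.58e-05).

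**Figure D2:**
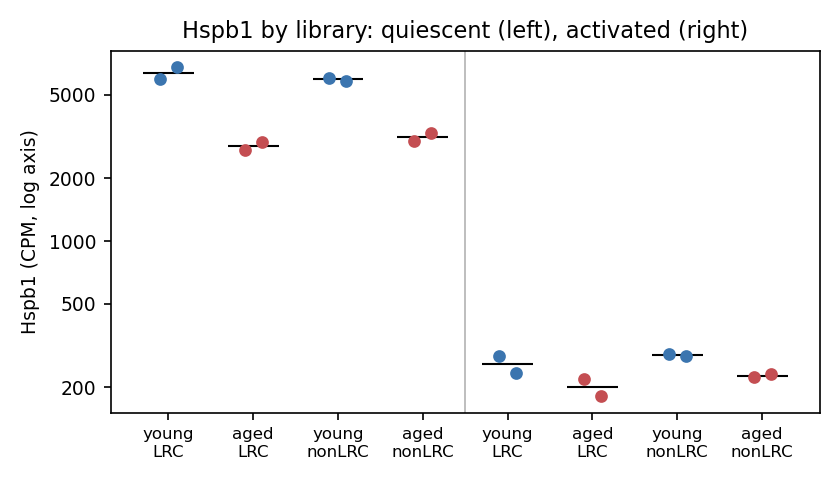
Hspb1 level by condition, in TMM-normalized CPM on a log axis. Points are the 2 libraries of each condition and lines their mean. In quiescence the young means are 6371 and 5942 CPM and the aged means 2852 and 3141 CPM.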

We also found differentially expressed genes with aging specifically within the quiescent and activated states. 

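Among the quiescent libraries, 23 genes were differentially expressed with age, 15 higher and 8 lower in aged cells, while 1038 had an unadjusted p under 0.05. The count was 3 without young nonLRC quiescent library a and 31 without aged LRC quiescent library a. DESeq2 called 103 genes. Fitted to the quiescent libraries alone the test called 111 genes, and with the split by hemoglobin transcripts as a block it called 466, both chosen after seeing the data. The largest rises were those of Igfbp5 (1.37 on the log2 scale), Hsd11b1 (0.83) and Cystm1 (0.79), and the largest falls those of Msmo1 (-1.77), Rrad (-1.18) and Cyp51 (-1.18), with adjusted p of 0.00805 to 0.0421 in edgeR's quasi-likelihood test. In the 8 fits that each leave out 1 quiescent library, Igfbp5, Cystm1, Msmo1 and Rrad were called 5 times, Hsd11b1 3 times and Cyp51 2 times. The highest adjusted p were 0.195 for Igfbp5 and Cystm1 without aged nonLRC quiescent library a and 0.262 for Cyp51 without aged nonLRC quiescent library b. With the hemoglobin block, all 6 genes were called in the same direction.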

In quiescence, we found 200 differentially expressed genes between aged and young MuSCs (Fig. S7A; Table S5). GO analysis suggested that these genes are related to protein folding and cellular responses to environmental stresses. Both of these processes are downregulated in aged cells (Fig. S7B). 

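In quiescence camera called heat shock proteins lower in aged cells, although 27 of the 64 genes were higher and the median was -0.07 on the log2 scale (adjusted p = 0.00275; fry 0.183). Of these genes 1, Hspb1, was past the threshold on its own. Ribosome biogenesis was the other family called, with 18 of 18 genes higher in aged cells and a median of 0.21 (adjusted p = 8.1e-05; fry 0.183).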

During activation, we identified 275 differentially expressed genes, suggesting that activation accentuates age-related transcriptional differences (Fig. S7C; Table S6). 

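Among the activated libraries, 93 genes were differentially expressed with age, 47 higher and 46 lower in aged cells, and 1688 had an unadjusted p under 0.05. The count rested on single libraries. It was 3 without aged nonLRC activated library b and 422 without aged nonLRC activated library a. DESeq2 called 307 genes. Fitted to the activated libraries alone the test called 3 genes, and with the split of these libraries by any hemoglobin transcripts as a block it called 1347 (690 higher, 657 lower), with all 93 genes among them. Both fits were chosen after seeing the data, and the block leaves 3 residual degrees of freedom and counts both aged LRC libraries, which hold few UMIs, as libraries without hemoglobin transcripts. Only 2 genes were called at both time points. A test of the difference between the age effects at the 2 time points called 4 genes (DESeq2, 37), named after their values were seen, and 941 had an unadjusted p under 0.05. Rrad (difference 1.81 on the log2 scale, adjusted p = 0.00568), Serpinh1 (1.55) and Angptl4 (1.43) moved up with age more in activation, and Hsd11b1 (-1.29, adjusted p = 0.0492) moved down. Rrad, Serpinh1, Angptl4 and Hsd11b1 were called in 15, 14, 14 and 2 of the 16 fits without 1 library, and for Hsd11b1 the highest adjusted p was 0.221 without aged nonLRC activated library b. Without aged nonLRC quiescent library b 0 genes were called, and without aged nonLRC activated library a 36. With the hemoglobin block at each time point, also chosen after seeing the data, it called 294 genes, with all 4 among them. From the numbers of genes at each time point, the paper proposes that activation accentuates transcriptional differences related to age.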

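In activation proteasome genes were lower in aged cells, with 3 of 39 higher and a median of -0.27 on the log2 scale (camera, adjusted p = 1.39e-06; fry 0.135). Metallothioneins were higher (2 genes, median 1.82, adjusted p = 2.14e-05; fry 0.0503), as were translation factors (48 of 61, adjusted p = 4.32e-04; fry 0.0503), splicing factors (29 of 39, adjusted p = 0.00193) and ribosomal proteins (72 of 100, adjusted p = 0.0286). Heat shock proteins were not called (adjusted p = 0.363). Mt2 (ENSMUSG00000031762), a metallothionein, rose by 2.36 (standard error 0.41, adjusted p = 0.0178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Mt1 by 1.28 (adjusted p = 0.0432). Without aged nonLRC activated library b they rose by 1.22 (adjusted p = 0.239) and 0.72 (adjusted p = 0.415). Angptl4 rose by 0.94 (adjusted p = 0.00496) and was called in each of the 8 fits without 1 activated library. The largest falls were those of Gstp1 (-1.75), Ypel3 (-1.69) and Gm10020 (-1.35), called in 5, 7 and 5 of these fits, with the highest adjusted p of 0.232, 0.0726 and 0.25, each without aged nonLRC activated library b. Gstp1 has a close paralog and Gm10020 is a predicted gene, so UMIs of either can be split with similar sequences and their values are uncertain.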

GO analysis likewise identified that these genes are associated with catabolic processes (downregulated in aging), and stress responses (upregulated in aging) (Fig. S7D). Two of the top differentially expressed genes are associated with increases in longevity (Ladiges et al., 2009; Swindell, 2011).

### Gene expression variance is altered by aging

n addition to information about mean gene expression levels, single cell RNA-seq provides information about the variation in expression within cell populations. Recent work has suggested that aging might increase gene expression variance in immune cells (Martinez-Jimenez et al., 2017; Kolodziejczyk et al., 2015). We found that aged cell gene expression is more variable in the quiescent state (*P*<0.05, Wilcoxon Rank Sums). By contrast, young cell gene expression was more variable than activated aged cells at the activated time point (*P*<0.0001) (Fig. S8). This result suggests that the levels of gene expression variance are altered by aging in a context-dependent manner.

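Overdispersion was measured in cells thinned to 2000 UMIs, with equal cell numbers per library, as the median over genes of the distance of log10 squared CV from a rolling median fitted to all libraries of a time point, for genes of a mean of at least 0.1 UMI per cell. In quiescence the value was 4.46e-04 in aged and -0.00192 in young cells at the physiological LRC ratios, a difference of 0.00236 (exact permutation test, 2-sided, p = 0.278). In activation it was -0.00142 in aged and 8.17e-04 in young cells, a difference of -0.00224 (exact permutation test, p = 0.667). The smallest p this design allows is 0.0556, and the permutations weighted LRC libraries by 0.25 at both ages. In activated LRC libraries all 4 medians were 0, so the activated difference comes from nonLRC libraries. Without aged nonLRC activated library b the activated difference was 4.48e-04, and without young nonLRC activated library a it was -4.31e-04. With aged nonLRC quiescent library a left out, the quiescent difference was 0.00492, and with b left out it was 0.00114. The setting that moved the values most was leaving the cells unthinned, at 0.00607 in quiescence (exact permutation test, p = 0.556) and -0.0872 in activation (p = 0.444).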

### Discrimination of aged and young MuSCs by machine learning

The field of aging biology seeks biomarkers of aging that can be used as an assay of the aged phenotype. 

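The AUROC for age, with 0.5 as no discrimination, was computed over cells of the pools for the genes called with age. In quiescence it ranged from 0.353, for Hspb1, to 0.581 over the 23 called genes. Over the 2981 genes in at least 10% of quiescent cells, the highest was 0.639, for Tpt1. Of these, 5 lay more than 0.1 from 0.5. Between the 2 libraries of aged quiescent nonLRCs, the same genes ranged from 0.285 to 0.755. Each young against each aged library of a label class gave 0.335 to 0.390 for Hspb1 in all 8 pairs, against 0.495 to 0.528 between 2 libraries of 1 condition. In activation it ranged from 0.175, for Gm10076, to 0.768, for Rps2, over the 93 called genes, and 1 gene lay more than 0.3 from 0.5. Between the 2 libraries of 1 activated condition, single genes reached 0.186 (Mt2, aged nonLRCs) and 0.749 (Cebpb, young LRCs). These 2 values are over the 6246 genes in at least 10% of activated cells. Gm10076 lay between 0.138 and 0.538 over the 8 library pairs.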

No single gene serves as a good biomarker, as assessed using the area under the receiver operating characteristic (AUROC) (Fig. 4D). As an alternative approach, we used support vector machine (SVM) models with a sparsity penalty to classify aged and young MuSCs by incorporating information from multiple genes. We identified a set of candidate ‘chrono-variant’ genes that change with age, focusing on the case of activated MuSCs where differences are more pronounced (Fig. 4F,G).

We first applied this machine-learning approach to predict age within LRC and nonLRC subsets at each time point. Classifying activated LRC age, we identified a set of 54 genes that yield a prediction accuracy of ∼85% (holdout validation; Table S6) (Fig. 4H). For nonLRC classification, we identified 104 genes that yield a predictive accuracy of ∼96% (Fig. 4H; Table S6; Fig. S9). Of these genes, only 40 are common to both LRCs and nonLRCs, suggesting that transcriptional aging manifests differently in LRC and nonLRC populations. Classification of the activated young and aged MuSC pools (each sampled to model physiological LRC:nonLRC ratios) identified a set of 99 genes that provide ∼95% classification accuracy (Fig. 4H; Table S7). In each case (LRC, nonLRC and pooled), we found that classification of activated cells is more effective than classification of quiescent cells, further suggesting that activation reveals transcriptional aging phenotypes. This classification result represents the first effective assay to discriminate the age of individual muscle stem cells.

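A linear SVM with an L1 penalty (C of 0.02) was trained on the 2000 most variable genes with equal cell numbers per class. In a 5-fold split of cells, age was classified with an accuracy of 84.6% in quiescent and 90.2% in activated LRCs, 89.9% and 97.3% in nonLRCs, and 88.7% and 94.0% in the pools. Cells from the same libraries are in the training and test sets of such a split. Trained to tell the 2 libraries of 1 condition apart, the same classifier reached 82.6% to 89.4% in quiescence and 85.8% to 95.1% in activation. Trained on 1 library per class and tested on the others, accuracy was 61.5% in quiescent and 66.5% in activated LRCs, 63.2% and 85.8% in nonLRCs, and 72.6% and 81.4% in the pools, as means over splits that ranged from 48.2% to 96.1%. In the pools, a test library can come from the same mouse as a training library of the other label class. The values of the pools are thus not accuracies on unseen mice and may be too high. The models gave weight to 163 genes for activated LRCs, 560 for activated nonLRCs and 734 for the activated pools, as means of the 5 folds. In the 5-fold split the setting that moved accuracy for age most was a C of 0.002, with 66.9% for quiescent LRCs.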

### Estimating the contribution of LRC to nonLRC conversion to transcriptional aging

The proportion of LRCs in the MuSC pool is ∼35% in young animals and decreases to ∼15% with age. To estimate the contribution of this cell state conversion to the overall changes we observe with age, we estimated the ‘magnitude’ of age-related changes using a classification-based density-ratio estimation method (Sugiyama et al., 2011). Populations of aged and young cells were simulated by random sampling with either physiologically observed LRC:nonLRC ratios or equal LRC:nonLRC ratios. The overall difference between young and aged cells did not change significantly across these conditions (Fig. S10A,B). 

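With equal numbers of LRCs and nonLRCs in each pool, 5-fold accuracy for age was 87.0% in quiescence and 90.4% in activation, and accuracy on held-out libraries was 73.1% ± 9.43 and 77.6% ± 8.33 (SD over 16 splits). At the physiological ratios the SDs over the splits were 8.73 and 10.3 percentage points, so the differences between the 2 kinds of pool were smaller than the spread between held-out libraries. In both kinds of pool a held-out library can share its mouse with a training library. The density-ratio method was not used here.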

The similarity in classification accuracy and divergence magnitude, in the face of changes to the LRC:nonLRC ratio, suggests that LRC-to-nonLRC conversion does not dramatically alter the overall ‘magnitude’ of age-related transcriptional change.

### Activation manifests transcriptional differences due to proliferative history

LRCs are functionally distinct from nonLRCs, and this functional difference persists throughout life (Chakkalakal et al., 2012, 2014). Although we found that the majority of transcriptional differences between aged and young cells are independent of proliferative history, we also investigated whether LRCs and nonLRCs were transcriptionally distinct from one another. Similar to aged and young cells, LRCs and nonLRCs appear to share a transcriptional state space (Fig. 5A). We first investigated expression of known regulators and markers of the myogenic state in LRCs and nonLRCs. We found that the majority of myogenic markers are not differentially expressed between LRCs and nonLRCs in this assay (Fig. 5B). Likewise, the mean gene expression levels between the two states have a near perfect correlation in quiescent cells (*r*=0.99; Fig. 5C).

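Between young activated LRCs and nonLRCs, Pax7 differed by 0.33 on the log2 scale (adjusted p = 0.48 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Vcam1 by 0.23 (0.585), Myf5 by -0.07 (0.902) and Itga7 by 0.80 (0.0806). Itga7 was past the threshold by DESeq2 (adjusted p = 0.022), with the hemoglobin block (0.80, adjusted p = 0.00102) and in 1 of the 4 fits that leave out 1 of these libraries. Without young LRC activated library b, the difference of Itga7 was 0.62 (adjusted p = 0.944) and that of Vcam1 0.04.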

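Across genes, mean expression of young quiescent LRCs and nonLRCs was correlated at r = 0.999, and single pairs of an LRC and a nonLRC library at 0.999 where both held hemoglobin transcripts or neither did, and at 0.995 and 0.996 where 1 of them did. The 2 libraries of 1 class had r = 0.996. On log2 CPM of summed counts r was 0.995. Between aged quiescent LRCs and nonLRCs r was 0.999, and between single libraries 0.998 on the same side of the split by hemoglobin transcripts and 0.991 and 0.994 across it.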

**Fig. 5.**
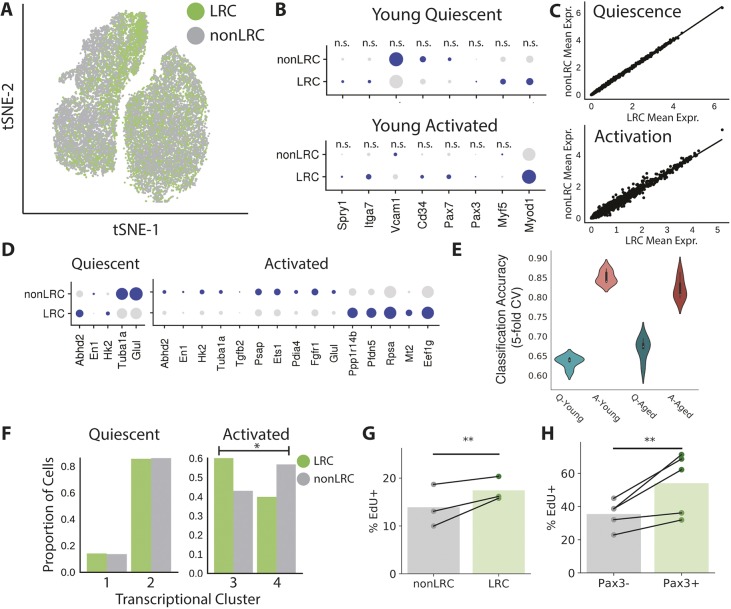
**Activation induces differential responses in LRCs and nonLRCs.** (A) LRCs and nonLRCs labeled in a t-SNE visualization of transcriptional space. (B) Expression of known myogenic regulatory genes in quiescent and activated LRCs and nonLRCs. Larger dots indicate a greater proportion of expressing cells, darker colors indicate higher expression. Only Myod1 differences in activation are significant (*q*<0.05, Wilcoxon Rank Sums, Bonferroni corrected). (C) Correlation between young LRC and nonLRC mean gene expression values in quiescence and activation. 6743 LRCs and 7184 nonLRCs in comparison. (D) Significant differentially expressed genes between LRCs and nonLRCs in quiescent and activated conditions (*q*<0.05, Wilcoxon Rank Sums, Bonferroni corrected). Few transcriptional differences are present in quiescence, but activation manifests differential expression across many genes. (E) LRC:nonLRC classification performance across activation states and ages. Classifiers more readily discriminate LRCs from nonLRCs in activation. A, activated; Q, quiescent. (F) Distribution of quiescent and activated LRCs/nonLRCs in transcriptional clusters indicates a heterogeneous activation response. (χ2 test, LRC × transcriptional cluster contingency table, *P*<0.05, *n*=6872 cells). (G) EdU incorporation by LRCs and nonLRCs during early activation in culture (*n*=3 mice; 10,279 LRCs; 13,464 nonLRCs; **P<0.001, Wald test). (H) EdU incorporation by Pax3^+^ and Pax3^−^ cells during early activation in culture (*n*=5 mice; 5169 Pax^+^ cells; 4130 Pax3^−^ cells; **P<0.001, Wald test).

However, *Myod1* is upregulated in LRCs after activation but not in quiescence (Fig. 5B). 

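Myod1 was higher in young LRCs by 0.24 on the log2 scale in activation (standard error 0.20, adjusted p = 0.583) and by 0.06 in quiescence (adjusted p = 1), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neither was past the threshold, DESeq2 gave adjusted p of 0.61 and 1, and the activated difference stayed between 0.20 and 0.28 without 1 of the 4 libraries. With the split by hemoglobin transcripts as a block it was 0.24 (adjusted p = 0.134).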

Regression analysis of mean gene expression levels between the LRC and nonLRC states revealed a near-perfect correlation in quiescent cells, but in activation the mean gene expression values were less correlated (*P*<0.001, Fisher's *r* to *z* transformation; Fig. 5C). Therefore, activation induces different transcriptional responses in LRCs and nonLRCs.

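In activation, r across genes between young LRCs and nonLRCs was 0.994, and single pairs of an LRC and a nonLRC library gave 0.979 to 0.997. The 2 libraries of young activated LRCs had r = 0.995 and those of young activated nonLRCs 0.993. Genes are not independent replicates, and no p was computed from them. The r between aged activated LRCs and nonLRCs was 0.996.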

Differential expression analysis revealed that 97 genes were differentially expressed between the LRC and nonLRC pools (Fig. S11; Table S8). 

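Over both time points, edgeR's test called 0 genes between young LRCs and nonLRCs, and 825 had an unadjusted p under 0.05. DESeq2 and edgeR with RLE factors also called 0. The paper's filter gave 7 genes, and no filter on low counts 224. Without young nonLRC quiescent library a 1 gene was called. The setting that moved this count most was the split by hemoglobin transcripts as a block at each time point, chosen after seeing the data, under which 421 genes were called (190 higher, 231 lower in LRCs), with 6 residual degrees of freedom. The Wilcoxon test over cells called 47 genes, of which 27 had an unadjusted p under 0.05 between libraries.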

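In quiescence edgeR's test called 0 genes between young LRCs and nonLRCs, with 115 at an unadjusted p under 0.05. DESeq2 called 0 genes, no filter on low counts 8, and the Wilcoxon test over cells 4. With the hemoglobin block, chosen after seeing the data, edgeR's test also called 0, with 246 at an unadjusted p under 0.05. In activation it called 7 genes, 6 higher and 1 lower in LRCs, with 1890 at an unadjusted p under 0.05. With RLE factors there were 10, 7 higher and 3 lower, and DESeq2 called 197. The activated count was 0 without young LRC activated library b or young nonLRC activated library a, and 198 without young LRC activated library a. Fitted to the activated libraries alone the test called 0 genes, and with the split by any hemoglobin transcripts as a block, which pairs an LRC with a nonLRC library in young cells, it called 2083 (1115 higher, 968 lower in LRCs). Both fits were chosen after seeing the data. All 7 genes were among the 2083. Over cells, the Wilcoxon test called 439 genes in activation, and it called 318 between the 2 libraries of young activated LRCs and 440 between those of young activated nonLRCs. A test of the difference between the LRC effects at the 2 time points called 0 genes, with 762 at an unadjusted p under 0.05 and 0 by DESeq2, and with the hemoglobin block at each time point 379. The gene of at least 50 CPM called in activation with the same direction in every pair of libraries was Ahnak, 1.30 higher in LRCs (standard error 0.22, adjusted p = 0.0483 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an adjusted p of 0.581 without young LRC activated library b.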

Considering quiescent and activated cells separately, there were only 14 differentially expressed genes in quiescent cells but 195 differentially expressed genes in activated cells (Fig. 5D; Tables S9,S10).

The differentially expressed genes include known stress response genes, such as heat shock proteins and inflammation signatures, largely enriched within the nonLRC population. Resiliency and biosynthetic genes were also differentially expressed, with known longevity factor (Swindell, 2011) *Mt2* and protein translation components *Pfdn5* and *Eef1g* enriched in LRCs. 

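In young activated cells, Mt2 was 2.42 higher in LRCs on the log2 scale (standard error 0.53, adjusted p = 0.0581 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; DESeq2 0.0135), Pfdn5 1.16 (standard error 0.21, adjusted p = 0.051; DESeq2 1.66e-04) and Eef1g 0.56 (standard error 0.16, adjusted p = 0.122; DESeq2 0.0348). Pfdn5 passed the threshold with RLE factors (adjusted p = 0.041). Without young LRC activated library b, the differences were 1.20 for Mt2, 0.91 for Pfdn5 and 0.41 for Eef1g. With the split by hemoglobin transcripts as a block, all 3 genes passed the threshold, at 2.12 (adjusted p = 0.00106), 1.13 (7.11e-04) and 0.55 (0.00438). The inflammatory ligand Cxcl1 (-2.42, adjusted p = 0.0581) and the heat shock protein Hspa1a (-2.32, adjusted p = 0.0721) were lower in LRCs. By camera, immediate early genes (3 of 17 higher in LRCs, median -0.67, adjusted p = 0.0107) and inflammatory ligands (2 of 6, median -1.37, adjusted p = 0.0351) were lower in LRCs, heat shock proteins were not called (25 of 64, adjusted p = 0.0875), and fry called no family.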

GO terms for nucleoside triphosphate metabolic processes were enriched in genes upregulated in young LRCs, whereas terms for cell death and apoptotic processes were enriched in young nonLRC upregulated genes (Fig. S10D,E). 

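Nuclear genes of oxidative phosphorylation were higher in young activated LRCs in 78 of 84 cases, with a median of 0.28 on the log2 scale (camera, adjusted p = 1.49e-10; fry 0.193). Single pairs of an LRC and a nonLRC library gave medians from 0.10 to 0.43, and 2 libraries of 1 activated condition differed by medians of 0.13 to 0.26. Within the libraries with hemoglobin transcripts the median was 0.24 and within those without it was 0.32. Between cells of cluster 3 the median was 0.15 and between cells of cluster 4 it was 0.20. Ribosomal proteins (76 of 100 higher, adjusted p = 0.0107) and genes of S phase (11 of 15, adjusted p = 0.0128) were also called higher in LRCs by camera and not by fry.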

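Between aged LRCs and nonLRCs, edgeR's test called 0 genes in quiescence, with 291 at an unadjusted p under 0.05, and 0 in activation, with 671. DESeq2 called 0 and 2 genes, and with no filter on low counts edgeR called 1 and 194. Without aged nonLRC activated library b the activated count was 11. The Wilcoxon test over cells called 13 and 136 genes, against 56 and 86 between the 2 libraries of aged LRCs at each time point. The 2 aged LRC activated libraries held 154 and 341 cells. In aged activated cells the median log2 difference over all genes was -0.15 between LRCs and nonLRCs, and its source was not tested. By camera, metallothioneins were higher (adjusted p = 3.8e-04) and proteasome genes lower in aged activated LRCs (2 of 39 higher, adjusted p = 9.26e-04), and fry called neither.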

We performed similar differential expression analyses for aged LRCs and nonLRCs (Tables S11-S13). These expression differences suggest that LRCs might possess a biosynthetic advantage over nonLRCs.

The distribution of LRCs and nonLRCs among clusters of activation confirmed a differential activation response. In the quiescent state, LRCs and nonLRCs did not display significant differences in distribution between the two quiescent transcriptional clusters. However, after activation, LRCs were significantly enriched in the most activated transcriptional cluster 4 (χ^2^ test, *P*<0.05). 

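In young mice, cluster 4 held 61.0% ± 13.2 of activated LRCs and 41.8% ± 13.4 of activated nonLRCs (SD, n = 2 libraries each), a difference of 19.2 percentage points (exact permutation test, 2-sided, p = 0.333, the smallest that 2 libraries against 2 allow). The libraries of a class differed as much, with 51.7% (95% exact binomial confidence interval 49.3% to 54.0%) and 70.3% (68.0% to 72.7%) in LRCs and 32.3% and 51.3% in nonLRCs. These intervals cover counting error only. Between the libraries with hemoglobin transcripts the difference was 19.3 percentage points, and between those without it was 19.1. In aged mice the shares were 54.6% and 48.5%, a difference of 6.09 percentage points (exact permutation test, p = 0.667). Libraries a and b held 42.9% and 66.3% in LRCs and 32.1% and 64.9% in nonLRCs, so the difference depends on which libraries are compared, and it was -10.3 without aged nonLRC activated library a, where both LRC libraries are set against b alone. Across genes, r was 0.994 between the 2 libraries a and 0.998 between the 2 libraries b, and 0.988 and 0.991 between a and b, but no mouse is named for them and the test does not pair them. Over both ages the difference was 12.6 (exact permutation test, p = 0.278), and it was 4.44 without aged nonLRC activated library a. A chi-square test over young activated cells gave 240.5 (cell-level p = 3.06e-54), while the 2 libraries of 1 activated condition gave 23.1 to 346. In quiescence cluster 1 held 15.3% of young LRCs and 16.2% of young nonLRCs (exact permutation test, p = 0.667; chi-square over cells 0.801, p = 0.371). Under the diffusion pseudotime order of the clusters, which moved the differences in young mice and over both ages most, the signs of the activated differences are reversed. From the distribution over clusters, the paper concludes that LRCs and nonLRCs differ in their activation response.

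**Figure D3:**
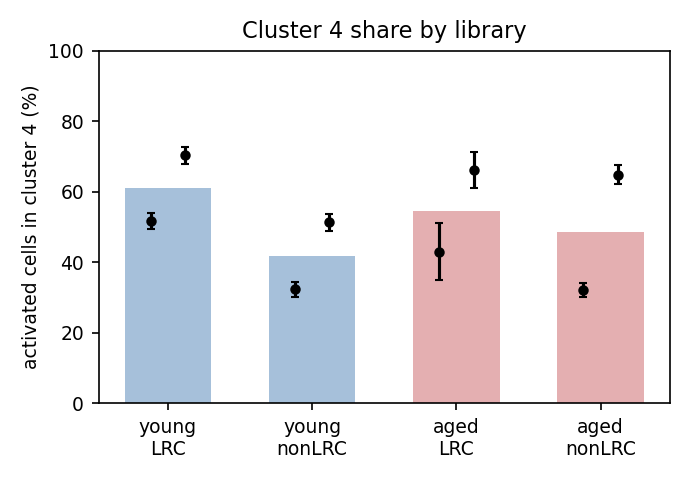
Share of activated cells in transcriptional cluster 4, in percent, by age and label class. Bars are the mean of 2 libraries, and points are the libraries with their 95% exact binomial confidence interval. In young mice the means are 61.0% for LRCs and 41.8% for nonLRCs.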

Approximately 60% of activated LRCs were in the most activated transcriptional cluster 4, compared with only 40% of the activated nonLRCs (Fig. 5F).

The higher proportion of LRCs in the most-activated region of transcriptional space suggests that LRCs might activate more quickly than nonLRCs. The enrichment of LRCs in transcriptional cluster 4 may also underlie the non-monotonic behavior of *Pax7* across pseudotime (Fig. 2G). LRCs express higher levels of *Pax7* (Chakkalakal et al., 2012), such that rapid activation of LRCs might give rise to a population structure that present non-monotonic changes in *Pax7* when averaging across all cells at a given activation state.

This result is surprising, as LRCs are believed to be ‘reserve’ stem cells, whereas nonLRCs are presumed to be precocious in their response based on differentiation assays (Chakkalakal et al., 2012, 2014). To confirm this observation with an orthogonal assay, we measured ethynyl-2′-deoxyuridine (EdU) incorporation in young LRCs and nonLRCs during activation in culture. LRCs incorporated EdU at a higher rate (21%) than nonLRCs (17%) in 20,000 cells across three animals (Fig. 5G; *P*<0.001, Wald test, logistic regression). Consistent with earlier cell cycle entry, we observed that *Ccnd1* was one of the most upregulated genes in LRCs relative to nonLRCs (Fig. S11).

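Ccnd1 (ENSMUSG00000070348), which encodes cyclin D1, was 2.33 higher on the log2 scale in young activated LRCs than nonLRCs (standard error 0.50, adjusted p = 0.0581 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; DESeq2 0.019). It lay between 1.60 and 3.01 without 1 of the 4 libraries, with an adjusted p of 0.755 without young LRC activated library b. With the split by hemoglobin transcripts as a block it was 2.33 (adjusted p = 1.59e-04).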

We recently identified a population of stress-resistant, highly regenerative *Pax3^+^* MuSCs that overlap with LRCs (Scaramozza et al., 2019). To determine if rapid activation is also observed in this highly regenerative population, we analyzed EdU incorporation in *Pax3^+^* versus *Pax3^−^* MuSCs during early activation (Relaix et al., 2005). Similar to our experiment in LRCs/nonLRCs, we found that highly regenerative *Pax3^+^* MuSCs also activate more rapidly than *Pax3^−^* counterparts (Fig. 5H; *P*<0.001, Wald test, logistic regression), consistent with a report by De Morree et al. (2019). Collectively, these results suggest that LRCs activate more rapidly than nonLRCs, based on both the progression through transcriptional space and the timing of cell cycle entry.

Similar to our classification of MuSCs from different ages, we trained classifiers to discriminate LRCs and nonLRCs. We trained a separate model to classify LRC/nonLRCs at each time point and each age. 

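LRCs and nonLRCs were classified in a 5-fold split of cells with an accuracy of 63.0% in young and 67.7% in aged quiescent cells, and 92.0% in young and 85.7% in aged activated cells. On held-out libraries the accuracy was 38.6% in young and 41.8% in aged quiescent cells, below the 50% that chance gives, and 74.6% in young and 62.0% in aged activated cells, with splits from 64.6% to 82.4% in young and from 45.9% to 87.0% in aged activated cells. In quiescence, training on 2 libraries from the same side of the split by hemoglobin transcripts gave 55.9% and 55.5% in young and 61.8% and 58.6% in aged cells, and training on 1 from each side gave 19.1% and 23.9% in young and 18.8% and 27.8% in aged cells. After thinning to 2000 UMIs, 5-fold accuracy in young activated cells was 82.9%. The models of activated cells gave weight to 870.4 genes in young and 185 genes in aged cells, as means of the 5 folds.

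**Figure D4:**
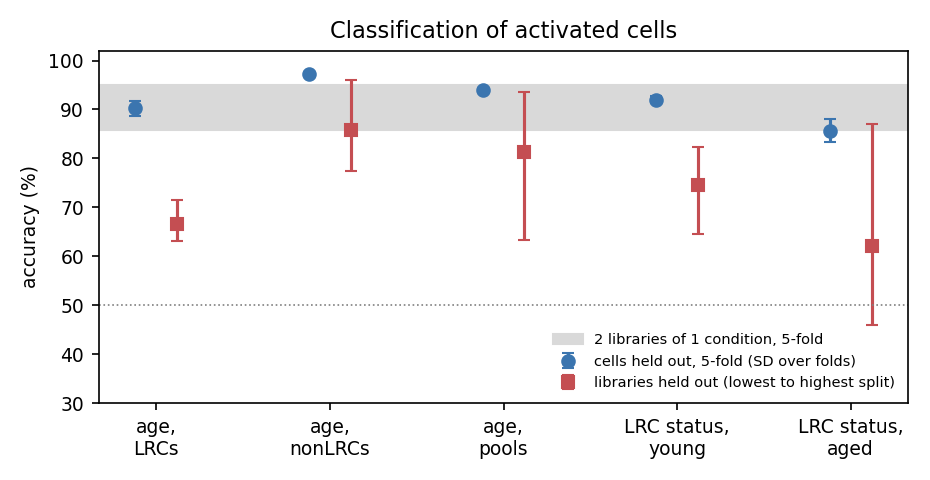
Accuracy of the SVM classifiers in activated cells, in percent. Circles are 5-fold splits of cells with their SD, squares are held-out libraries with a line from the lowest to the highest split, the grey band is the 5-fold accuracy between 2 libraries of 1 condition (85.8% to 95.1%), and the dotted line is 50%.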

Classification of quiescent cells performs poorly at both ages (∼65% accuracy), whereas classification of activated cells is more effective – ∼85% accuracy for young cells and ∼80% for aged cells (Fig. 5E; Fig. S10C). As in our age classification experiments, this result suggests that activation reveals differences between cell populations that are masked in quiescence. Our regularized models identified 102 genes that optimize LRC/nonLRC classification of young activated cells, and 72 genes that optimize classification of aged activated cells (Table S14).

### Transcriptional kinetics are aberrant in aged MuSCs

The lack of unique aged transcriptional states and modest differential expression results between aged and young cells are surprising in light of the dramatic differences in functional potential between aged and young cell populations (Chakkalakal et al., 2012; Cosgrove et al., 2014). These results suggested to us that the rate at which aged and young cells activate might be an additional source of variation that contributes to their functional differences. To quantify rates of phenotypic change between the MuSC transcriptional states during activation, we utilized the recently developed RNA velocity method (La Manno et al., 2018). This method estimates a ‘velocity’ of transcription, or rate of change in the transcript level, by estimating mRNA decay rates and transcription rates using ratios of spliced to unspliced reads.

RNA velocity estimation showed that each state of MuSC transcription gave rise to a neighboring state in the sequence inferred by pseudotiming (Fig. 6A). As an internal validation check, we found that RNA velocity indicated that quiescent cells were moving toward activated cells in transcriptional space.

**Fig. 6.**
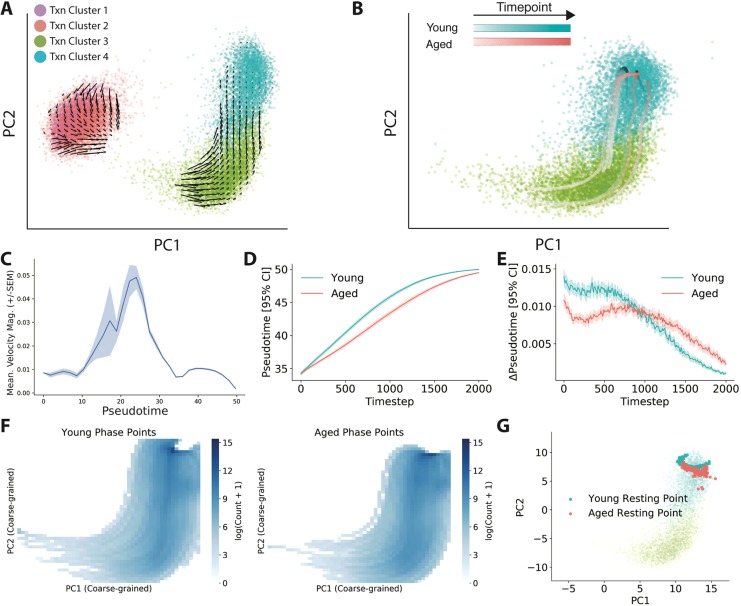
**Aged MuSCs transition aberrantly through transcriptional space.** (A) MuSC transcriptional space overlaid with arrows representing the direction and magnitude of RNA velocity at each state location (20,827 cells). Colors indicate transcriptional clusters. (B) Representative phase point simulations in aged and young RNA velocity fields, overlaid on the activated MuSC cells in a PCA embedding. (C) State transition rates as measured by RNA velocity magnitude across pseudotime using a rolling mean. (D) Predicted pseudotime progression for phase point simulations in either aged (red) or young (blue) velocity fields. Young phase points progress more rapidly than aged cells. Curves cross when young and aged phase points have both reached a steady-state at the end of our observed pseudotime trajectory. *n*=1000 phase points simulated for each age. (E) Change in pseudotime for phase point simulations at each time step. (F) Heatmap representing the mean density of phase points at each point in principal components space across the entire simulation. Young and aged phase simulations show qualitatively similar trajectories through state space. (G) Terminal locations of young and aged phase point simulations in principal components space, overlaid on cell locations. Both young and aged simulations show similar final resting positions.

The magnitude of mean RNA velocity represents the rate of collective phenotypic change at the transcriptional level for a given group of cells. This approach provides an inferred measurement of state transition rates in transcriptional space, similar to the measurement of state transition rates we make by direct observation in cell behavior space. Quantification of the magnitude of RNA velocity across pseudotime in MuSCs revealed that RNA velocity follows a concave curve (Fig. 6C).

Concave transition rates are consistent with a model in which the peak transition rate represents a ‘switch’ between two states, corroborating our earlier observations made by cell behavior analysis (Kimmel et al., 2018). We note that the switch-like process suggested by these results might be unique to our *in vitro* culture setting, and does not necessarily reflect *in vivo* activation kinetics. Consistency in state transition measurements between RNA velocity and cell behavior phenotyping suggests that cell behavior state transitions reflect the underlying transcription state kinetics.

Do aged and young MuSCs move through transcriptional state space differently? To answer this question, we employed a method to model cellular progression through transcriptional space using phase point simulations. Phase point analysis is a dynamical systems method to investigate the properties of a vector field in which a simulation is performed to determine how a particle might flow along a vector field, as if it were a floating leaf carried by currents in a river (Strogatz, 2015). Here, we simulated a set of phase points that begin in the more primitive regions of our ‘activated’ 18 h time point and evolved them over time using velocities inferred from either young or aged cells (Fig. 6B). Given these simulated trajectories through transcriptional space, we investigated whether notable differences are present in phase points simulated using young velocities (‘young phase points’) relative to those simulated using aged velocities (‘aged phase points’).

To assess progress through cell activation, we trained a *k*-nearest neighbors regression model (kNN-R) to map transcriptome principal component analysis (PCA) embeddings to pseudotime coordinates as determined using Monocle 2 (Figs S5; S12A,B). For each time step in a phase point simulation, we predicted a pseudotime coordinate of the point using this model. Comparing these inferred coordinates, young phase points progressed more rapidly through the activation process than aged phase points (Fig. 6D). After many time steps, both young and aged phase points reached similar inferred pseudotime locations as they neared the edge of our observed pseudotime trajectory (Fig. 6D).

The computation of numerical derivatives for pseudotime coordinates, Δpseudotime, showed that young phase points appeared to progress more rapidly from the earliest time steps (Fig. 6E). This result suggests that aged cells might progress more slowly than young cells through the activation process in a similar manner to the phase point simulations. Results were robust to initialization conditions and the introduction of noise (Fig. S12C).

Phase point simulations provide additional information about the location of ‘attractors’ in transcriptional space. Attractors are locations in a state space where phase points tend to converge and come to rest. Visualization of the density of phase points in transcriptional space as the number of phase points to pass through a region, showed there were qualitatively few differences in the shape of trajectories between young and aged cells (Fig. 6F; Movie 5). Focusing on the locations where phase points come to rest, there are likewise modest differences in the specific shapes of attractor states, but overall similar attractor positions between young and aged phase point simulations (Fig. 6G).

Collectively, results of these phase point simulations suggest that the set of intermediate transcriptional states a MuSC visits in the course of activation is largely similar between young and aged cells. However, aged cells appear to activate at a slower rate than young counterparts. Each of these points supports the different rates model of aging pathology outlined above.

### Lineage regression occurs during myogenic activation in a subset of MuSCs

The discovery of reserve cells generated during myogenic commitment more than 20 years ago first presented the idea that MuSCs might revert to earlier stages in the lineage progression under some conditions (Yoshida et al., 1998). It is currently unclear how frequently MuSCs transition ‘backwards’ in the myogenic activation program. We assessed the frequency of MuSCs transitioning backward in the lineage progression by quantifying a ‘change in pseudotime’ (Δpseudotime) for each cell in our young MuSC single cell RNA-seq data set. Δpseudotime was estimated using the kNN-R model referenced above. Pseudotime values were predicted for the ‘future’ transcriptomes inferred by RNA velocity, and the difference between the predicted pseuodotime and observed pseudotime values was taken as the Δpseudotime. We defined a cell as ‘regressing’ in pseudotime if Δpseudotime was more than half a standard deviation below 0.

This analysis reveals that ∼16% of young MuSCs are regressing in pseudotime during the period of myogenic activation we measure (Fig. 7A). Regression is more frequent in activated (∼20%) than quiescent (∼15%) MuSCs. Quantification of the frequency of ‘lineage regression’ across pseudotime for cells from our later time point (18 h *in vitro*) revealed that cells regress more frequently in the later stages of activation we observed (Fig. 7B). RNA velocity is a measure of instantaneous change in the cell state, such that these results do not necessarily suggest a subset of cells that permanently fails to activate. Rather, these results suggest that myogenic activation is a two-way process even under growth-promoting conditions, perhaps resembling a biased random walk through transcriptional space.

**Fig. 7.**
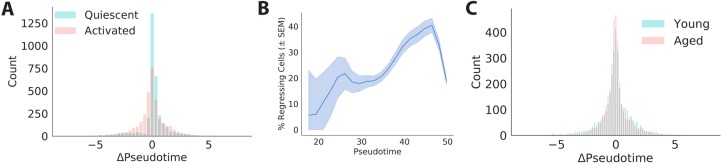
**MuSCs exhibit lineage regression during activation.** (A) Distribution of changes in pseudotime (Δpseudotime) inferred from RNA velocity estimates in young quiescent and activated cells. Activated cells regress more frequently. (B) Proportion of cells moving backward in pseudotime as a function of position along the pseudotime curve for cells in the later experimental time point (18 h *in vitro*). Proportions were computed across coarse-grained regions of pseudotime and Gaussian smoothed for presentation. Data are mean±s.e.m. (C) Distribution of changes in pseudotime for young and aged MuSCs across conditions.

This regression behavior appears to be robust to age-related changes (Fig. 7C; Fig. S13A). When comparing LRCs with nonLRCs, LRCs regress less frequently than nonLRCs in young and aged animals (Fig. S13B,C; χ^2^ test, *P*<0.0001). This decreased frequency of lineage regression may contribute to the more rapid activation of LRCs we observe based on transcriptional profiles (Fig. 5) and EdU incorporation (Fig. 5G). To determine which genes underlie differences in motion through the activation trajectory, we computed the difference in velocity between forward and backward moving cells. This analysis reveals that forward moving cells have a higher velocity for protein translation and biogenesis genes, whereas backward moving cells have a higher velocity for mitochondrial respiration genes (Fig. S13D, Gene Ontology enrichments; Table S15), consistent with the upregulation of protein synthesis and involvement of oxidative phosphorylation in myogenic activation (Ryall et al., 2015).

## DISCUSSION

Dynamic changes in stem cell phenotypes are essential for both development and regeneration. However, because of the difficulty of measuring single cells over time, quantitative understanding of these processes remains elusive (Almada and Wagers, 2016). Changes in these cell state transition rates might explain some portion of the decreased regenerative potential observed in aged stem cells, as in the muscle stem cell system. Some dynamic information can be inferred from static ensemble measurements, a class that includes destructive molecular assays. This type of inference is unable to assess whether the progression of cells through a set of states is uniform or heterogeneous, whether intermediary states are bistable or transient, or whether a given cellular feature influences velocity (Weinreb et al., 2018). Answering these questions requires some additional dynamical information, i.e. individual cells must be measured at multiple time points.

Here, we used time-lapse imaging and RNA velocity inference from single cell RNA-seq to provide paired measurements of this nature to investigate muscle stem cell activation *in vitro*. We surprisingly found minor transcriptional differences between aged and young MuSCs at a given point in the activation process, consistent with previous reports (Cosgrove et al., 2014; Keyes et al., 2016; Sousa-Victor et al., 2014). Although transcriptional differences with age have been observed previously, it remained unknown if these differences were a large enough source of variation to alter the trajectory of myogenic activation. Our single cell RNA-seq data allows us to observe that age-related changes are much smaller than changes between states of activation, such that the trajectory of activation is preserved with aging.

By measuring stem cell state transitions directly, we observed that aged MuSCs have dampened state transition rates. By behavioral analysis, aged MuSCs displayed a preference for less-motile, less-activated states and decreased rates of transition into more active states. Similarly, phase point analysis of RNA velocity vectors suggests that aged cells transition more slowly through transcriptional states during the earliest phases of activation than young counterparts. These data support a conceptual model in which aging MuSCs exhibit ‘different rates’ of activation, even if they follow the same trajectory. These differences in activation rate suggest that some transcriptional differences between young and aged MuSCs observed at the ensemble level may be the result of differences in the distribution of cells across the activation trajectory.

Our data also reveal heterogeneity in the stem cell activation process. Ensemble read-outs during MuSC activation have demonstrated that MuSCs occupy different transcription factor states, even at a single time point (Cornelison and Wold, 1997). However, these measurements could not explain where in the activation process heterogeneity arose. Here, we find that MuSCs progress through the activation process stochastically, with a nontrivial proportion of the population moving ‘backwards’ through the activation process. This suggests that the heterogeneity of MuSC positions along the activation trajectory arises as an accumulation of differences in the rate of cell state transitions.

These differences appear to be both stochastic and associated with distinctive features between MuSC subpopulations, such as proliferative history. Although the macroscopic processes of muscle development and regeneration proceed without these apparent reversals, these observations indicate that phenotypic change at the cellular level might involve considerably more noise. This is reminiscent of the qualitative differences between the physical motion of macroscopic objects, like a ball rolling down a hill, and microscopic motion, where noise can dominate the movement of small molecules, which often reverse direction completely.

The *in vitro* model we employ allows us to assess cell-intrinsic differences between young and aged MuSCs with a homogeneous activation stimulus, but may not fully recapitulate the *in vivo* biology. For instance, although we do not observe bistable transcriptional states between the most-quiescent and most-activated cells in our experiments, stable intermediary activation states might exist *in vivo* (Rodgers et al., 2014). Future work may explore stem cell activation *in vivo* to determine if cell-extrinsic changes with age exacerbate or dampen the differences in activation we observe between young and aged MuSCs. *In vivo* imaging technologies for MuSCs are nascent (Webster et al., 2016), but technological advances may allow for similar quantitative cell behavior analysis *in vivo* in the future. Future work may also explore the molecular determinants of stem cell activation rates to enable therapeutic rescue of MuSC activation dynamics in the aged context.

## MATERIALS AND METHODS

### Animals

Animals were handled according to the University of California San Francisco (UCSF) Institutional Use and Care of Animals Committee (IUCAC) guidelines. All experimental mice were male *Mus musculus* of the C57Bl/6J background. All mice were born at UCSF and aged in-house. All mice for single cell sequencing experiments harbored *H2B-GFP^+/−^; rtTA^+/−^* alleles and were developmentally labeled for proliferative history by the administration of doxycycline between embryonic day (E) 10.5 and E16.5 (Chakkalakal et al., 2014; Foudi et al., 2009). Aged mice for RNA-seq sequencing experiments were 20 months old and young mice were 3 months old. For one behavior experiment (Fig. 1), one young (3 months old) and one aged (20 months old) *H2B-GFP^+/−^; rtTA^+/−^* mouse with LRCs labeled developmentally as above, were used as sources of young and aged MuSCs, respectively. We cultured LRCs/nonLRCs in separate wells after FACS sorting and reconstituted observed young (35% LRC) and aged (15% LRC) proportions by random sampling *in silico* for downstream analysis. For the second behavior experiment (Fig. S1), we isolated cells from wild-type young (5 months old) and aged (23 months old) mice. Adult (3-4 months old) *Pax3-GFP/^+^* reporter mice were used for MuSC activation experiments (Relaix et al., 2005).

### Cell isolation and culture

Muscle stem cells were isolated by FACS using a triple-negative CD31^−^/CD45^−^/Sca1^−^ and double-positive VCAM^+^/*α*7-integrin^+^ strategy as described previously (Chakkalakal et al., 2012). Antibody clones, sources and catalog numbers are described in supplementary Materials and Methods. Cells were seeded in sarcoma-derived extracellular matrix (ECM)-coated 96-well plates in rich growth medium [F10 (Gibco), 20% fetal bovine serum (FBS) (Gibco), (5 ng/ml) FGF2 (R&D Systems)] for behavior analysis. For single cell sequencing experiments, cells were seeded in sarcoma-derived ECM-coated 6-well plates and allowed to activate in plating media [Dulbecco's modified eagle media (DMEM), 10% horse serum] for 18 h prior to library preparation.

Cells for behavior analysis were seeded at 850 cells/well on sarcoma-derived ECM (Sigma-Aldrich) in 96-well plates. Cells were maintained in rich growth media [F10 (Gibco), 20% FBS (Gibco), (5 ng/ml) FGF2 (R&D Systems)]. For single cell sequencing experiments in which cells were activated, cells were seeded in sarcoma-derived ECM-coated 6-well plates and allowed to activate in plating media (DMEM, 10% horse serum) for 18 h prior to library preparation.

### Time-lapse imaging and cell behavior analysis

MuSCs were imaged in 96-well plates on an incubated microscopy platform (Okolab) for 48 h. Images were collected with DIC contrast every 6.5 min to track cell movement (supplementary Materials and Methods). Cell behavior was analyzed using Heteromotility, as described previously (Kimmel et al., 2018; available at github.com/cellgeometry/heteromotility) (supplementary Materials and Methods).

### Paired immunohistochemistry and time-lapse imaging

For paired behavior-immunocytochemistry experiments, cells were fixed in 4% paraformaldehyde (PFA) for 10 min immediately following the imaging timecourse and stained with using a standard protocol (supplementary Materials and Methods). After staining, cells were returned to the same time-lapse microscopy system used for behavioral imaging, and fluorescent images were captured. We performed segmentation of the final brightfield image from the behavioral time course, and the nuclear channel of the fluorescence-stained image, then performed image registration using nearest neighbors to match immunofluorescence signals to cell behavior tracks. Stain intensity was quantified as the median intensity of a fluorescent signal within the nucleus of each cell.

### EdU staining

For LRC/nonLRC experiments, muscle stem cells were isolated as described above from three *H2B-GFP^+/−^; rtTA^+/−^* mice (4 months old, labeled developmentally as above) and cultured in plating media (DMEM, 10% horse serum) for 50 h. EdU (Carbosynth) was pulsed into the media at 12 h and 2 h (10 µM final concentration) prior to fixation with 4% PFA for 15 min. Staining followed the Click-iT EdU Alexa Fluor 647 kit protocol (Thermo Fisher Scientific). For *Pax3*^+^/*Pax3*^−^ experiments, *Pax3*^+^ and *Pax3*^−^ MuSCs from forelimbs and pectoralis muscles were collected by FACs from *Pax3-GFP/^+^* adult mice, plated on ECM-coated chamber-slides and cultured in high-serum conditions (20% FBS, F10) for 42 h. EdU (10 µM) was added during the final 12 h. EdU was detected by fluorescence microscopy. We tested the significance of EdU incorporation using logistic regression models and the Wald test (supplementary Materials and Methods).

### Single cell RNA-sequencing

LRC and nonLRC MuScs were isolated by FACS based on GFP intensity, as described previously (Chakkalakal et al., 2014). Half of the collected cells were immediately transferred to a 10x Genomics Chromium system for library preparation using the 10x 3′ Single Cell v. 2 chemistry. The remaining cells were activated by *in vitro* cell culture (as described in the ‘Cell isolation and culture’ section above), then dissociated using Cell Dissociation Buffer, (Gibco, 13151014) stained with propidium iodide (PI), and sorted by FACS to remove dead cells. Live activated cells were transferred to the 10x Chromium system for identical library preparation. Libraries were pooled and sequenced using an Illumina NovaSeq platform.

### Single cell transcriptome analysis

Raw sequencing data were demultiplexed using Illumina bcl2fastq. Demultiplexed sequencing reads were aligned to the mouse transcriptome using the STAR aligner (Dobin et al., 2013). Individual unique molecular identifiers (UMIs) were detected and assigned to corresponding cell barcodes using 10x Genomics cellranger, samplewise. Droplets containing cells were identified and individual libraries were aggregated using cellranger.

A genes×cells count matrix was generated from the aggregated libraries using cellranger. Suspected dead cells were removed when a high proportion of total UMIs in the cell mapped to mitochondrial genes (Ilicic et al., 2016) (>10% mitochondrial reads). Putative doublets were removed as outliers on a histogram of UMIs/cell and genes/cell (Brennecke et al., 2013) (>5000 genes/cell). Prior to normalization, the annotated transcripts *Gm42418* and *AY036118* were removed from the count matrix. These transcripts overlap an unannotated *Rn45s* rRNA locus, and may include counts from rRNA molecules that were amplified during library preparation despite polyA-selection.

Raw counts were log normalized using Seurat (Satija et al., 2015). Variable genes were identified using ‘FindVariableGenes’ in Seurat and PCA was performed on the variable gene set. *t*-SNE was performed on the principal components with perplexity *P*=30. Community detection was performed with the Louvain algorithm (Blondel et al., 2008). Small clusters of contaminating cells without myogenic marker genes were removed from subsequent analysis.

### Contribution of factors to transcriptional variation

The proportion of variation explained by each experimental factor in our multi-factor experiment was estimated with linear models as described previously (Robinson et al., 2015) (supplementary Materials and Methods). We scored cell cycle states using the approach in Seurat, introduced in Tirosh et al. (2016).

### Overdispersion analysis

Overdispersion scores were computed using the difference from the median (DM) method (Kolodziejczyk et al., 2015). We eliminated all genes with a mean expression lower than µ=0.1, as technical noise for genes with very low mean expression is known to be high (Kolodziejczyk et al., 2015) (supplementary Materials and Methods).

### Estimation of LRC to nonLRC contribution to transcriptional change

We estimated the ‘magnitude’ of transcriptional change with aging between a set of young and aged transcriptomes by training probabilistic classifiers to estimate the density ratio between distributions of young and aged transcriptomes (Rosca et al., 2017 preprint; Sugiyama et al., 2011). We used estimated density ratios to compute a Kullback–Leibler divergence between two samples (supplementary Materials and Methods).

### Pseudotiming

Pseudotime analysis was performed using the Monocle 2 package (Qiu et al., 2017). Genes for pseudotemporal ordering were determined by differential expression analysis between the transcriptional clusters, as described in the following section. Pseudotiming was performed on all 20,000+ cells that passed quality control simultaneously in the same transcriptional state space utilizing the DDRTree method with two components. We further clustered genes into gene modules based on their pseudotemporal behavior using the Monocle 2 function ‘plot_pseudotime_heatmap’. For this clustering analysis, we focused on genes that were significantly differentially expressed across pseudotime (*q*<0.001 in *n*≥3000 cells), as determined using negative binomial regression models fitted with the Monocle 2 command ‘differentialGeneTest’ with a full model formula of ‘sm.ns(Pseudotime)’ and a reduced model formula of ‘1’.

### Differential expression analysis

Differentially expressed genes between two populations, *A* and *B*, were determined based on a significant difference detected by the Wilcoxon Rank Sum Test. Genes with a fold change less than 0.15, or genes expressed in fewer than 10% of cells, were filtered out from the analysis to refine the gene set. Multiple hypothesis test correction was performed with the Bonferroni procedure. Receiver operating characteristic (ROC) scores were generated for each gene *g* based on a simple binary threshold classifier trained on only the expression of gene *g*.

### Gene ontology and pathway analysis

Gene ontology enrichment analysis was performed using g:Profiler and the gProfileR package, considering enriched gene ontology terms for biological processes and KEGG pathways.

### Support vector machine classification

Support vector machine (SVM) classification models to discriminate cell age and LRC status were trained using scikit-learn implementations (Pedregosa et al., 2011) (supplementary Materials and Methods). Accuracies were assessed using a held-out test set after optimizing regularization strength (supplementary Materials and Methods).

### RNA velocity analysis and dynamical simulations

RNA velocity was inferred using velocyto (La Manno et al., 2018) with default parameters (supplementary Materials and Methods). The magnitude of RNA velocity relative to pseudotime was quantified by binning cells along the pseudotime axis and computing the magnitude of the mean RNA velocity for each bin.

We trained kNN-R to predict pseudotime coordinates from PCA coordinates (*r*^2^>0.96 performance). To determine differences between aged and young velocity fields, phase point simulations were performed with numerical methods. A set of 1000 initial positions in the 2D PCA embedding for both young and aged cells was sampled from observed cellular positions in the primitive region of the activated time point. Phase point positions were evolved for *t*=5000 time steps, using a *k*-nearest neighbors approach to compute a velocity estimate and update point position at each iteration (supplementary Materials and Methods). For simulations in young and aged velocity fields, only young or aged cells, respectively, were considered at this step.

### Change in pseudotime analysis

The ‘change in pseudotime’ (Δpseudotime) was estimated for each cell using the kNN-R (supplementary Materials and Methods). Future transcriptional states *x*_t+1_ were inferred by RNA velocity as above, and the pseudotimes for these states were predicted using the kNN-R model. ΔPseudotime is defined as the difference between the inferred future and measured present pseudotime for each cell:
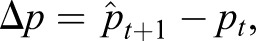
where 

 is the inferred pseudotime using RNA velocity and the kNN-R model and *p*_*t*_ is the observed pseudotime at the experimental time point. Cells were defined to be undergoing ‘lineage regression’ if they displayed a Δpseudotime<σ, where σ is the standard deviation of the Δpseudotime distribution.

### Statistical considerations

We defined sample size as the number of cells in single cell RNA-seq, single cell behavior experiments, and single cell imaging experiments. We also report the number of independent animals from which cells were isolated. Investigators were not blinded during the study. Appropriate statistical tests were employed for each data modality.

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

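MuSCs of 2 young (3 months) and 2 aged (20 months) mice were sorted into LRCs and nonLRCs and profiled by droplet-based scRNA-seq at 0 h and after 18 h of culture. The files hold UMIs per gene and cell, 27998 genes by 22699 cells, and a table of 21555 cells with age, label class, time point and cluster. According to the paper, reads were assigned with cellranger, cells over 10% mitochondrial UMIs or over 5000 genes were removed, and clusters of contaminating cells were removed. The authors' cell table gives the share of mitochondrial UMIs of each cell as a fraction, made by the authors from the UMIs of the cell before deposit, and the largest is 9.99%. Of the 1144 cells outside it, 393 were over the mitochondrial limit, 11 over the gene limit and 740 over neither. All values are whole counts, and no normalization was applied to them. Gm42418 and AY036118, which hold ribosomal RNA, were removed and took 0.128% of UMIs.

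The files do not name the mouse of a cell. The 16 library numbers in the barcodes each fall in 1 condition, with 2 numbers per condition, so cells were summed per library and the library was the replicate. This departs from the planned sums per mouse and pairs within a mouse, which need the mouse. The LRC and nonLRC libraries and both time points of an age come from the same 2 mice, so libraries of different conditions are not fully independent. Sums per mouse were bracketed by joining an LRC and a nonLRC library of an age and time point in every way. Libraries held 154 to 2091 cells and 1388107 to 18448061 UMIs. Between the 2 libraries of a condition, the chi-square per degree of freedom was 3.92 to 38.7 and Pearson's r of log counts 0.964 to 0.984.

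Genes were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test, Benjamini-Hochberg adjusted p under 0.05) in 1 fit of the 8 condition means over 16 libraries, with 8 residual degrees of freedom and a prior of 7.57. Age and time contrasts weighted LRC libraries by 35% in young and 15% in aged mice, the physiological ratios of the paper. Gene families, fixed by symbol, were tested with camera of limma 3.58.1 at a correlation of 0.01, and again with fry and with an estimated correlation. The genes named are those the paper names and, per comparison, up to 3 called genes with the largest rise and up to 3 with the largest fall among those of at least 50 CPM with the same direction in every pair of libraries. Changes on simulated data, made by adding a known change to 200 genes, were recovered for 200 genes in the activation design, 188 for age in activated cells, 164 for age in quiescent cells and 154 for LRCs in young activated cells, with 3.75% to 7.87% false calls. In the comparison of Pax7-positive cells 197 were recovered with 2.96% false calls. The added change had a size of 1 on the log2 scale in each of these designs. Smaller changes, such as the 0.41 of Id3 in Pax7-positive cells, were not simulated, so their recovery is not known.

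Clusters are the authors' labels. Marker levels were CPM of UMIs summed per library and cluster, compared on the log2 scale with a prior of 1 CPM and exact sign-flip tests. These tests take libraries of the same mouse as independent. Shares of cells were compared with exact permutation tests and given with 95% exact (Clopper-Pearson) binomial intervals. Cells were thinned to 2000 UMIs where depth could enter the value. Rebuilt clusters used 2000 variable genes, 30 principal components and 20 nearest neighbours. Correlations used the mean over cells of ln(1 + UMIs per 10000). Classifiers were linear SVMs with an L1 penalty on the 2000 most variable genes. Overdispersion used a rolling median over 51 genes. Gene positions come from GENCODE M21 on GRCm38, and neither the paper's text nor the files name the build used for the counts.

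The alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, the paper's gene filter, other LRC weights, a Wilcoxon test over cells, other depths, priors and minimums, and other classifier penalties. Further ones, listed with their effect in the closing section, were added after seeing the data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, anndata 0.12.19, matplotlib 3.10.9 and R 4.3.3 were used. RNA velocity was not analysed here because the files hold no spliced and unspliced counts. Gene ontology, gene modules, trajectories by Monocle, imaging and the supplementary tables were not used here.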

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

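Of the tests in this part, those of red blood cells over all sequenced cells, of the hemoglobin split against the age comparison and of free RNA in cells left out by the authors were chosen after the result was seen.

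Hemoglobin transcripts separate the 2 libraries of each quiescent condition. In the authors' cell table, library a held 532 UMIs in young LRCs, 319 in young nonLRCs, 34 in aged LRCs and 106 in aged nonLRCs, and library b held 0, 0, 1 and 1. Among activated libraries, aged nonLRC library a was at 1.08 CPM and the other 3 aged libraries at 0, 1 of 32 groups with a gap of this kind, where chance gives about 1 in 20. With 3 libraries at 0 any value over 0 gives such a gap, so it shows nothing about this library. Red blood cells among the sequenced cells would put most hemoglobin UMIs of a library in few cells. Over all sequenced cells, in and outside the cell table, the 1% of cells with the most held at least 96.9% of these UMIs in each of the 4 quiescent libraries a. Most UMIs were hemoglobin in 2 cells of young LRC, 3 of young nonLRC, 2 of aged LRC and 3 of aged nonLRC library a, all outside the cell table, and in 0 cells of the quiescent libraries b. The values are consistent with red blood cells in libraries a that were left out of the cell table. In the cell table the UMIs were spread over cells, with at most 4 in a cell, and whether they came from RNA of such cells in solution was not tested. The split crosses age and label class in quiescence. It called 76 genes in place of age where age called 284 in the same kind of fit, and 424 genes (240 higher, 184 lower in the libraries with hemoglobin) beside the conditions, where age called 466. All 23 genes called with age were also called with the split as a block. The split crosses age, so the block could hardly move the age estimates, and these calls decide nothing about the split. Differences between mice, and in the preparation of the libraries, stay open as explanations of the split, and no biological explanation was tested.

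The age effect differed between the time points in 4 genes, by 1.81 on the log2 scale for Rrad (-1.18 in quiescence, 0.62 in activation), 1.55 for Serpinh1 (-1.16 and 0.39), 1.43 for Angptl4 (-0.49 and 0.94) and -1.29 for Hsd11b1 (0.83 and -0.46), in edgeR's test of the difference. Without any 1 library at least 85.0% of each difference remained, which argues against 1 library out of line as the whole source, although Hsd11b1 was called in 2 of 16 such fits and the other genes in 14 or 15. For Serpinh1, RNA or cells of fibro-adipogenic progenitors would have lowered 6 markers of these cells by 11760 CPM from young to aged quiescent libraries, and they fell by 51.9 CPM, with Serpinh1 lower by 537 CPM. In a fit with additive label classes, in which the real ages gave 9 genes, reassigning age within time points gave as many in 11 of 100 splits, so the number of genes in that fit may be due to chance. With the hemoglobin block at each time point, 294 genes were called, with all 4 genes among them. An effect of age that depends on activation stays open, as do differences in culture between libraries.

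Of 740 cells outside the authors' cell table and over neither limit, 351 (47.4%) held 3 or more markers of another cell type, with a median of 2344 UMIs over the 740 cells. Endothelial markers were found in 113, smooth muscle or pericyte in 88, Schwann or glial in 86, fibro-adipogenic progenitor in 80, tenocyte in 15, immune in 11 and mature muscle markers in 1. Des is on the lists of both MuSCs and smooth muscle. MuSCs with free RNA of other cells, and droplets with a MuSC and another cell, would hold MuSC markers. Of quiescent cells in the table with at most the median UMIs of the 740 cells, 68.5% held 3 or more MuSC markers, and 10.3% of the 351 cells did (also 10.3% of the quiescent ones). This decides nothing, because the authors removed clusters of cells without myogenic marker genes, which fixes a low share outside the table. In the table 3 or more markers were held by 0% (tenocyte) to 3.11% (smooth muscle or pericyte) of cells, and mature muscle markers by 0.172% of cells in the table and 0.135% outside, but the authors chose the cells of the table. A first test, of cells with 3 markers of a type against the number expected from RNA spread over all cells by their UMIs, gave ratios from 0.173 (fibro-adipogenic progenitor) to 5.44 (endothelial) and 18.3 (mature muscle), went both ways and decided nothing, and the test by MuSC markers was chosen after that. Free RNA would enter the droplets of table cells too. Outside and in the table, markers stood at 904 and 3.05 CPM (endothelial), 1794 and 2.31 (immune) and 1375 and 3.44 (Schwann or glial). Fibro-adipogenic progenitor markers stood at 4562 and 58.6. For these types this argues against free RNA alone, although the authors chose the table cells. The gap was smaller for tenocyte (788 and 23.0), smooth muscle or pericyte (2494 and 409) and mature muscle markers (30.7 and 8.98). Cells of other types, which the paper's methods describe as removed, and droplets with 2 cells cannot be told apart here. The choice of the cells fixes the test by MuSC markers. The design names no condition for these cells, and no biological explanation was tested.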

How the results depend on the processing

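The fits to some libraries alone, the block by hemoglobin transcripts, the joins of libraries into mouse pools, leaving out 1 library, held-out libraries, Seurat's fold change, the diffusion pseudotime order of the clusters and DESeq2 for the Pax7 comparison were chosen after seeing the data, and the other alternatives were chosen before the data were examined. A count stayed within its limit when it was within 1.5 times the main count, a value without a test when it moved by no more than its spread between libraries, and the AUROC when it did not change. Of the values under all alternatives, 268 stayed within their limits or on their side of the threshold, 140 moved and 9 reversed. The activation count, the direction of the Pax7 change and most accuracies held under most settings, while the counts by age and label class did not. The cause was not tested except where the number of genes, libraries or cells in a setting shows it.

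No paired analysis was possible because the cells carry no mouse number to pair by. In its place the split by hemoglobin transcripts, which pairs an LRC with a nonLRC library in all but the aged activated conditions, was used as a block. A replicate block by mouse number, leaving out 1 mouse, held-out mice and a test over cells of the 2 differences between time points were not run.

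Counts below are given in the order age in quiescence, age in activation, difference of age effects, age at both time points, unless named. DESeq2 gave 103, 307, 37 and 285, and 197 for LRCs in young activated cells and 2 in aged activated cells. RLE factors gave 37 for age in quiescence. No filter on low counts, which adds genes to the test, gave 239, 617, 192 and 519, and for LRCs 8 in young quiescent, 859 in young activated, 1 in aged quiescent and 194 in aged activated cells, 157 for the difference between time points and 224 for both time points. The paper's gene filter gave 47, 147, 23 and 76, 2949 for activation, and for LRCs 173 in young activated, 1 in aged activated and 7 in young cells at both time points. Equal LRC and nonLRC weights gave 75, 216, 7 and 211, and the LRC shares as recovered 73 and 30 for age in quiescence and in activation.

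NonLRC libraries alone gave 4 genes for age in quiescence and 16 at both time points, and LRC libraries alone 3, 0, 0 and 2, with fewer libraries in the fit. Quiescent libraries alone gave 111, and 466 with the hemoglobin block, with 0 for LRCs in young and in aged cells. The block at each time point, over all libraries, gave 294 for the difference of age effects, 993 for age at both time points, and for LRCs in young cells 421 at both time points and 379 for the difference between time points. Activated libraries alone gave 3 for age and 0 for LRCs in young cells, and with the hemoglobin block 1347 for age, 2083 for LRCs in young cells and 1 for LRCs in aged cells. Mouse pools under every join gave 1 to 84, 0 to 200, 0 to 8 and 0 to 132. With another random seed they gave 0 to 76 in quiescence, 1 to 128 in activation and 0 to 6 for the difference. For age as the mean of the time points they gave 10 to 223, and 7 to 179 with another random seed.

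The Wilcoxon test over cells, in which cells and not libraries are the replicates, gave 3203 for activation. For age it gave 127 in quiescence, 244 in activation and 99 at both time points. For LRCs it gave 4 in young quiescent, 439 in young activated, 13 in aged quiescent and 136 in aged activated cells. In young cells at both time points it gave 47 for LRCs. With Seurat's fold change these were 3474, 187, 267, 165, 4, 476, 11, 155 and 93.

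Leaving out 1 library at a time, activation gave 9266 (without aged nonLRC quiescent library a) to 9806 genes (without aged LRC activated library a), age in quiescence 3 (without young nonLRC quiescent library a or aged nonLRC quiescent library a) to 31 (without aged LRC quiescent library a), age in activation 3 (without aged nonLRC activated library b) to 422 (without aged nonLRC activated library a), the difference of age effects 0 (without aged nonLRC quiescent library b) to 36 (without aged nonLRC activated library a) and age at both time points 12 (without aged nonLRC quiescent library a) to 218 (without aged nonLRC activated library a). For LRCs the range was 0 to 1 in young quiescent cells and at both time points (1 without young nonLRC quiescent library a), 0 (without young LRC activated library b or young nonLRC activated library a) to 198 (without young LRC activated library a) in young activated cells, 0 to 0 in aged quiescent cells and for the difference between time points, and 0 to 11 (without aged nonLRC activated library b) in aged activated cells. Pax7-positive cells gave 3 (without aged nonLRC activated library b) to 12 genes (without young LRC activated library b), and the families 36 (without young LRC activated library b) to 54 calls (without aged nonLRC quiescent library b). Without young nonLRC activated library a, 2 of the 35 family calls of the main fit that this library enters changed direction. No family call changed direction without any other library. Where 1 library of a condition is left, it is assumed to vary like the other conditions.

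In the same way, the LRC difference in cluster 4 lay between 4.44 (without aged nonLRC activated library a) and 20.9 percentage points (without aged nonLRC activated library b) over both ages, 9.72 and 28.7 in young and -10.3 (without aged nonLRC activated library a) and 22.5 in aged mice, where it was also -5.62 without aged LRC activated library b. Pax7 in cluster 4 against cluster 3 lay between 1.52 and 1.68. Overdispersion lay between 0.00114 (without aged nonLRC quiescent library b) and 0.00492 (without aged nonLRC quiescent library a) in quiescence and between -0.00447 (without aged nonLRC activated library a) and 4.48e-04 (without aged nonLRC activated library b) in activation.

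Under the diffusion pseudotime order, which exchanges the names of clusters 3 and 4, the LRC difference was -12.6 over both ages, -19.2 in young and -6.09 in aged mice, the age difference -0.862 and the Pax7 difference -1.60, and 3 genes differed in Pax7-positive cells. At the LRC shares as recovered the age difference in cluster 4 was -3.68. Pax7-positive cells gave 859 genes without thinning, 1 with thinning to 1000 UMIs and 3 by DESeq2. Of the 40 families called by camera, an estimated correlation left 0 calls among all families, and fry made 11 calls, 9 of them among the 40.

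On log2 CPM of summed counts, r between ages was 0.990 in quiescence, 0.993 in activation and 0.994 over both, and r between LRCs and nonLRCs 0.995 and 0.988 in young and 0.989 and 0.992 in aged quiescent and activated cells. For genes of a mean of at least 0.1 UMI it was 0.991 in young activated cells. With a C of 0.002 accuracy for age was 66.9% in quiescent and 78.8% in activated LRCs (58.4% on held-out libraries), and for label class 65.0% in young activated cells on held-out libraries. Thinning to 2000 UMIs gave 80.3% for age in activated LRCs (62.5% on held-out libraries) and 82.9% for label class in young activated cells. The share of variance of time point was 93.9% in genes of at least 50 CPM and 12.4% over single cells, where age took 0.132% and label class 0.118%.

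Among the named genes no direction reversed. RLE factors brought Pfdn5 past the threshold in young activated LRCs and Dnajb1 out of it. NonLRC libraries alone took 10 gene values and LRC libraries alone 18 out of it.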

Differences from the paper's values

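A value was taken as different from the paper's when one was over 1.5 times the other and they differed by more than the SD of the value, where it has one, and a correlation when it differed by more than the SD between libraries. For activation, 9497 genes were called and the paper's number is 3864. Of the alternatives set before the data were examined, the paper's gene filter (2949) and the Wilcoxon test over cells (3203) fall within the limit for a difference, and RLE factors, no filter on low counts, DESeq2, equal weights and LRC shares as recovered do not. Seurat's fold change in the Wilcoxon test, chosen after seeing the values, gave 3474.

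For age in quiescence, 23 genes were called and the paper's number is 200. Of the alternatives set before the data were examined, no filter on low counts (239) falls within the limit, and RLE factors, the paper's gene filter, DESeq2, equal weights, LRC shares as recovered and the Wilcoxon test (127) do not. Seurat's fold change in the Wilcoxon test, chosen after seeing the values, gave 187. For age in activation, 93 were called and the paper's number is 275. DESeq2 (307), equal weights (216) and the Wilcoxon test (244) fall within the limit, and RLE factors, no filter, the paper's gene filter and LRC shares as recovered do not. Seurat's fold change, chosen after seeing the values, gave 267.

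Between young LRCs and nonLRCs at both time points, 0 genes were called by edgeR (825 at an unadjusted p under 0.05; 0 by DESeq2) and the paper's number is 97. No alternative set before the data were examined falls within the limit (0 with RLE factors, 224 with no filter, 7 with the paper's gene filter, 47 by the Wilcoxon test), and Seurat's fold change, chosen after seeing the values, gave 93. In quiescence 0 genes were called by edgeR (115 at an unadjusted p under 0.05; 0 by DESeq2) and the paper's number is 14, and no alternative falls within the limit, with 8 genes with no filter and 4 by the Wilcoxon test. In activation 7 were called and the paper's number is 195. DESeq2 (197) and the paper's gene filter (173) fall within the limit, and RLE factors (10), no filter (859) and the Wilcoxon test (439) do not. Leaving out young LRC activated library a, chosen after seeing the values, gave 198.

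The correlation across genes between young quiescent LRCs and nonLRCs was 0.999 and the paper's value is 0.99, a difference larger than the SD between libraries of 0.00161. The paper prints 2 digits, and a value of 0.999 with the third digit dropped would read the same, so this difference rests on rounding. Genes of a mean of at least 0.1 UMI (0.999) and log2 CPM (0.995) differ from it too.

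The numbers of genes with a weight in the classifiers of activated cells were 163 for age in LRCs (the paper's 54), 560 in nonLRCs (the paper's 104), 734 in the pools (the paper's 99), and for label class 870.4 in young cells (the paper's 102) and 185 in aged cells (the paper's 72). With a C of 0.002, set before the data were examined, the numbers for nonLRCs (76.4), the pools (78) and young cells (99) fall within the limit, and those for LRCs (6.2) and aged cells (2.8) do not. A C of 0.2 and thinning to 2000 UMIs differ in all 5 cases.

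The paper states that Myod1 rises and Spry1 falls steadily with activation, shown over its pseudotime, which the files do not hold. Over the clusters, which is another measure, Myod1 was at 1109 CPM in cluster 4 and 1586 CPM in cluster 3, lower in 8 of 8 libraries. Spry1 was at 11.6 CPM in cluster 4 and 7.41 CPM in cluster 3, higher in 8 of 8. After thinning, its share of cells was higher in cluster 4 in 7 of 8. The paper places cluster 4 at the end of pseudotime, and the median diffusion pseudotime was 0.802 in cluster 3 and 0.788 in cluster 4. For the activated clusters it finds no preference of aged cells by a chi-square test, with a p over 0.9, and the test over cells of the activated pools gave 1.02 (p = 0.312), likewise not past the threshold.

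Genes that the paper names as different and that were not past the threshold were past it under other settings. Hspa5 with age was past it with the hemoglobin block, chosen after seeing the values. In young activated LRCs, Pfdn5 was past it by DESeq2 and with RLE factors, and Eef1g, Mt2 and Ccnd1 by DESeq2, all 4 also with the hemoglobin block, chosen after seeing the values. In Pax7-positive cells, Id1, Id2 and Ccnd1 were past it without thinning. The Wilcoxon test over cells, set before the data were examined, called Hspa5 with age in quiescence and at both time points and Myod1, Mt2, Pfdn5, Eef1g and Ccnd1 in young activated LRCs. The same test also called Mt2, Pfdn5, Eef1g, Ccnd1 and Hspa5 between the 2 libraries of young activated LRCs, and Myod1 and Hspa5 between those of young activated nonLRCs.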

Other observations

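The tests of reassigned libraries, apart from that of the difference of age effects, and of depth behind the Pax7 difference between clusters were chosen after the result was seen.

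Libraries were reassigned to groups of the same sizes, with the real grouping among the splits, in fits with the other factors as covariates. As many genes as in the real grouping were called in 1 of 100 splits for activation, 1 of 35 for age in quiescence, 3 of 35 for age in activation, 11 of 100 for the difference of age effects and 1 of 100 for age at both time points. For LRCs against nonLRCs in young cells at both time points the real grouping gave 0 genes (edgeR), so that 35 of 35 splits gave as many whatever the data, and nothing was tested. For age in activation, the real grouping gave 10 genes in this fit and another grouping gave 342, so the number of genes in a fit without a block could be due to differences between libraries that do not follow age (3 of 35). When the fit held the split by hemoglobin transcripts, the real grouping gave 456 genes and the others at most 9 (1 of 35), which argues against a random grouping as the source of the number of genes beside that split. The block was chosen after seeing the data. With it and separate means for the conditions 1347 genes were called, with all 93 genes among them.

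Msmo1 and Cyp51, of sterol synthesis, were lower in aged quiescent libraries. A change of these genes alone is argued against by the other 20 sterol synthesis genes tested, all 20 lower in aged cells though none called on its own, with a difference in mean log2 CPM of -0.99 (exact permutation test over 8 libraries, 2-sided, p = 0.0286, the smallest possible). Of 10000 random lists of genes of like expression, 0 had a median as low, which argues against a shift of all genes of this level. The difference in Msmo1 and Cyp51 was -1.34 and -1.60 in the 2 sets of libraries of the hemoglobin split. Lower sterol synthesis in aged quiescent cells is a candidate explanation, found and tested on the same data, and differences in the handling of the mice or cells of each age were not tested.

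In cluster 4, the higher Id3 of Pax7-positive cells remained after thinning to 2000 UMIs (adjusted p = 0.00175, edgeR with Benjamini-Hochberg adjustment, 6 of 6 libraries), which argues against deeper sequencing of these cells as its whole source. Thinned to 1000 UMIs the difference was 0.16 (adjusted p = 0.993, higher in 3 of 5 libraries), with fewer UMIs in the test, and without aged nonLRC activated library b the adjusted p at 2000 UMIs was 0.0529. For Id1, Id2 and Ccnd1 the lowest adjusted p after thinning was 0.154, and depth and a true difference cannot be told apart. Thinning also leaves fewer cells in the positive class and puts cells with a Pax7 UMI into the negative class. Pax7 itself was found in 6.45 percentage points more cells of cluster 4 than of cluster 3 after thinning, which argues against depth as the source of that difference.

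Oxidative phosphorylation genes were higher in young activated LRCs by a median of 0.28 on the log2 scale, and 2 libraries of 1 activated condition differed by up to 0.26. The median was 0.15 within cluster 3 and 0.20 within cluster 4. Neither differences between libraries nor a larger share of cluster 4 can be told apart from a difference between the classes, as the number of libraries keeps the first open and the smaller values within clusters the second.

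Over cells, the Wilcoxon test called genes between the 2 libraries of 1 condition: 86 in aged LRC activated, 56 in aged LRC quiescent, 662 in aged nonLRC activated, 182 in aged nonLRC quiescent, 318 in young LRC activated, 117 in young LRC quiescent, 440 in young nonLRC activated and 114 in young nonLRC quiescent cells. Of the genes it called with age, 10 of 127 in quiescence and 23 of 244 in activation were also called between libraries. In edgeR's test between libraries, 65 of the 127 and 181 of the 244 had an unadjusted p under 0.05.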
